# Characteristic gene expression in the liver monocyte-macrophage-DC system is associated with the progression of fibrosis in NASH

**DOI:** 10.3389/fimmu.2023.1098056

**Published:** 2023-02-24

**Authors:** Xiaoxiao Wang, Zilong Wang, Baiyi Liu, Rui Jin, Yuyun Song, Ran Fei, Xu Cong, Rui Huang, Xiaohe Li, Jia Yang, Lai Wei, Huiying Rao, Feng Liu

**Keywords:** nonalcoholic steatohepatitis (NASH), fibrosis, single cell, monocyte-macrophage-DC (MMD) system, Fmnl1, Myh9

## Abstract

**Background:**

The monocyte-macrophage-dendritic cell (DC) (MMD) system exerts crucial functions that may modulate fibrogenesis in nonalcoholic steatohepatitis (NASH). In this study, we explored the cell characteristics, distribution and developmental trajectory of the liver MMD system in NASH mice with fibrosis and clarified characteristic genes of the MMD system involved in liver fibrosis progression in NASH mice and patients.

**Methods:**

Single cells in liver tissue samples from NASH and normal mice were quantified using single-cell RNA sequencing (scRNA-seq) analysis. Differentially expressed genes (DEGs) in the MMD system by pseudotime analysis were validated by tyramide signal amplification (TSA)-immunohistochemical staining (IHC) and analyzed by second harmonic generation (SHG)/two-photon excitation fluorescence (TPEF).

**Results:**

Compared with control mice, there were increased numbers of monocytes, Kupffer cells, and DCs in two NASH mouse models. From the transcriptional profiles of these single cells, we identified 8 monocyte subsets (Mono1-Mono8) with different molecular and functional properties. Furthermore, the pseudotime analysis showed that Mono5 and Mono6 were at the beginning of the trajectory path, whereas Mono2, Mono4, Kupffer cells and DCs were at a terminal state. Genes related to liver collagen production were at the late stage of this trajectory path. DEGs analysis revealed that the genes Fmnl1 and Myh9 in the MMD system were gradually upregulated during the trajectory. By TSA-IHC, the Fmnl1 and Myh9 expression levels were increased and associated with collagen production and fibrosis stage in NASH mice and patients.

**Conclusions:**

Our transcriptome data provide a novel landscape of the MMD system that is involved in advanced NASH disease status. Fmnl1 and Myh9 expression in the MMD system was associated with the progression of NASH fibrosis.

## 1 Introduction

Nonalcoholic fatty liver disease (NAFLD) is defined as excessive fat deposition in the liver and in absence of heavy drinking and other chronic liver diseases (1, 2). The natural history of NAFLD consists of steatosis, nonalcoholic steatohepatitis (NASH), fibrosis, cirrhosis and hepatocellular carcinoma (HCC) (1–3). Approximately one-quarter of the general population has NAFLD, 10-30% of NAFLD patients are at risk of progressing to NASH and liver fibrosis, and 0.3-3% of NASH patients with fibrosis progress to cirrhosis and HCC annually (4). In particular, fibrosis is considered as a crucial adverse result in the natural process of NASH progression.

Fibrosis is independently associated with liver transplantation and liver-related risk events in patients with NASH (5–7). The relative risks of hazardous events increased from fibrosis stage 2, especially in NASH patients with cirrhosis, the occurrence of liver decompensation and the mortality of liver-related events and all-cause mortality increased substantially (5, 8, 9). Therefore, growing emphasis has been placed on improving or treating fibrosis in NASH (10). However, there are currently no approved drugs for NAFLD and NASH by the Food and Drug Administration (FDA), especially for NASH fibrosis.

At present, the mechanism of liver fibrogenesis in NASH is unclear. Previous studies have shown that monocytes, macrophages and dendritic cells (DCs) exert diversity in modulating fibrogenesis (11, 12). In the healthy state, the majority of macrophages are liver-resident yolk sac-derived Kupffer cells (13), while in the setting of liver injury, including NASH, there is marked infiltration of monocyte-derived macrophages (MoMFs) (14). Furthermore, under inflammatory settings, monocytes can also differentiate into a special subset of DCs, called moDCs (monocyte-derived DCs) (15). However, until recently, the characteristic genes expressed in the monocyte-macrophage-DC (MMD) system that are involved in the progression of NASH fibrosis were not fully understood. In recent years, single-cell transcriptomics provides high-dimensional information about cellular composition of various tissues, which reshapes and updates the understanding of complex biological systems for researchers (16). Although single-cell RNA sequencing (scRNA-seq) has been conducted and applied in the livers of mice and humans, few studies have investigated the characteristics of the MMD system in the fibrogenesis of NASH. In this study, we explored the cell composition and developmental trajectory of cells in the MMD system and clarified the relationship between hub genes from the MMD system and collagen deposition in NASH fibrosis.

## 2 Material and methods

### 2.1 Experimental mouse models

C57BL/6 mice (RRID: MGI:2159769) were fed a high-fat diet (HFD, 23.6% fat, 41.5% carbohydrate and 0.02% cholesterol; MD12032, Medicience Ltd., China) or western diet (WD, 21.2% fat, 48.5% carbohydrate, and 1.25% cholesterol; TD120528, Medicience Ltd., China) and fructose solution (23.1 g fructose and 18.9 g glucose in a liter of tap water) plus intraperitoneal injection of CCl4 (carbon tetrachloride, 10%, 2.5ul/g body weight, once a week) (HFD+F+CCl4 and WD+F+CCl4) for 16 weeks. In addition, the control mice were given normal diet (18% kcal fat, 58% kcal carbohydrate, SPF Biotechnology Co., Ltd.) and drinking water. Before model construction, mice were assigned into control and two experimental groups using randomizations. After 16 weeks, no mice were excluded from our study and all eight mice are available for final analysis. This study was approved by the Ethics Committee of Peking University People’s Hospital (2021PHE111) and conformed to the ethical guidelines of the 1975 Declaration of Helsinki.

### 2.2 Tissue dissociation, preparation of single-cell suspensions, Chromium 10x Genomics library and sequencing

Liver tissues of mice were obtained from wild-type mice (N=2) and NASH mice with fibrosis (HFD+F+CCl4, N=3; WD+F+CCl4, N=3) after heart perfusion. Subsequently, liver tissue of each mice was transferred into a sterile RNase-free culture dish containing 1x PBS (calcium and magnesium-free) on ice and cut it into 0.5 mm^2^ pieces. Liver tissues were dissociated into single cells in dissociation solution (0.35% collagenase IV5, 2 mg/ml papain, 120 Units/ml DNase I) in 37 °C water bath with shaking for 20 min at 100 rpm. The cell suspension was filtered by passing through 70-30 um stacked cell strainer and centrifuged at 300g for 5 min at 4°C. The cell pellet was resuspended in 100 ul 1x PBS and added with 1 ml 1x red blood cell lysis buffer (MACS 130-094-183) and incubated at room temperature for 2-10 min to lyse remaining red blood cells. After incubation, the suspension was centrifuged at 300g for 5 min. The suspension was resuspended in 100μl Dead Cell Removal MicroBeads (MACS 130-090-101) and remove dead cells using Miltenyi^®^ Dead Cell Removal Kit (MACS 130-090-101). Then the suspension was resuspended in 1 xPBS and centrifuged at 300 g for 3 min. The cell pellet was resuspended in 50 μl of 1 x PBS. The overall cell viability was confirmed by trypan blue exclusion, which needed to be above 85%.

Depending on the manufacturer’s instructions of the 10X Genomics Chromium Single-Cell 3’ Kit (V3), single-cell suspensions were loaded into 10x Chromium. Then, according to the standard operation protocols, we performed cDNA amplification and library construction. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing system (paired-end multiplexing run, 150 bp) at a minimum depth of 20,000 reads per cell by LC-BioTechnology Co., Ltd. (HangZhou, China).

### 2.3 Single-cell RNA sequencing data analysis

Using Illumina bcl2fastq software (version 2.20), sequencing results were demultiplexed and converted to FASTQ format. Sample demultiplexing, barcode processing and single-cell 3’ gene counting were performed depending on the Cell Ranger pipeline (version 5.0.1, https://support.10xgenomics.com/single-cell-geneexpression/software/pipelines/latest/what-is-cell-ranger), and scRNA-seq data were aligned to the Ensembl genome GRCh38/GRCm38 reference genome. About 88,000 single cells captured from 8 mice were processed using 10X Genomics Chromium Single Cell 3’ Solution. The Cell Ranger output was loaded into Seurat (version 3.1.1) and used for dimensional reduction, clustering, and scRNA-seq data analysis.

### 2.4 Cell annotation and comparison of differentially expressed genes

We completed our manual clusters annotations depending on marker genes of specific cells from published papers and CellMarker (CellMarker/index.jsp). The key differentially expressed transcripts that define each cell cluster are exhibited in **Table 1**. We performed bioinformatic analysis using the OmicStudio tools at https://www.omicstudio.cn/tool.

**Table 1:** The representative markers of liver cells for single cell analysis.

Cell	Marker
Hepatocyte	Afp, Alb
Hepatic stellate cell	Acta 1, Des
Endothelial cell	Bmp2, Lyvel
Dendritic cell	Itgax, CD83, CD80
monocyte	Ly6c1, Ly6c2 and Itgam
Kupffer cell	Clec4f, Adgre1
T cell	CD3d, CD3e, CD3g, CD4, CD8a
B cell	CD22
granulocyte	Itgam and Ly6g

### 2.5 Cell developmental trajectory analysis

Using Monocle2, we inferred the cell lineage trajectory of the MMD system. We first used the transcript count data (e.g. UMI) and created an object with the parameter ‘‘expression Family = negbinomial. Size ()’’ following the Monocle2 tutorial. The ‘‘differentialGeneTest’’ function was used to derive differentially expressed genes (DEGs) from each cluster, and genes with a q-value < 0.05 were used to order the cells in pseudotime analysis. Furthermore, DEGs along the pseudotime were detected and analyzed using the ‘‘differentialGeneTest’’ function after the cell trajectories were constructed.

### 2.6 Preparation and pathological evaluation of human and mouse liver slices

Human paraffin-embedded liver tissues were obtained from the Department of Pathology at Peking University People’s Hospital. In this study, 6 liver tissue samples from biopsy-proven NASH patients with fibrosis and 3 samples from healthy donors (age ≥18 years) were eligible and included. Patients with viral hepatitis, alcoholic liver disease, drug-induced liver disease, autoimmune liver disease, cholestatic liver disease or hereditary metabolic liver disease were not ineligible. We did not assess whether subjects were male or female because sex was not the analysis object in this study. We did not check for sample sizes using a power analysis because our study does not report statistics on between groups or within group variables. Informed consent forms were obtained from all participants. This study was approved by the Ethics Committee of Peking University People’s Hospital (2022PHB088-001) and conformed to the ethical guidelines of the 1975 Declaration of Helsinki.

Each sample (human and mouse) was sectioned at a thickness of 4 μm for histological assessment and immunohistochemistry (IHC). Using hematoxylin and eosin (H&E) and Sirius Red (SR) staining, liver histology for all participants was evaluated by two specialized pathologists who were blinded to the patient and mouse details according to the NASH Clinical Research Network (NASH CRN) System (steatosis was scored from 0-3, ballooning: 0-2, lobular inflammation: 0-3, portal inflammation: 0-2, and liver fibrosis: 0 to 4).

### 2.7 Second harmonic generation/two-photon excitation fluorescence

Images of unstained sections of liver tissues were acquired using a Genesis system (HistoIndex Pte. Ltd., Singapore). Collagen in liver tissues was visualized by SHG microscopy, and TPEF microscopy was used to visualize the other cell structures.

### 2.8 Multiplexed immunohistochemical staining

Multiplex staining of paraffin-embedded liver tissues was performed using a PANO 7-plex IHC kit (Cat# 0004100100, Panovue). Fmnl1 (1:200, Novus Cat# NBP1-88460, RRID: AB_11040849), Myh9 (1;3000, Abcam Cat# ab238131, RRID: AB_2924880), CD11c (1:150, CST Cat# 97585, RRID: AB_2800282), Ly6C (1:50, Abcam Cat# ab54223, RRID: AB_881384), CLEC4F (1:50, R and D System Cat# MAB2784, RRID: AB_2081338), CD11c (1:800, CST #45581, RRID: AB_2799286), CD68 (1:800, Abcam Cat# ab955, RRID: AB_307338) and CCR2 (1:500, Origene Cat# TA337218, RRID: AB_2924881) antibodies were sequentially applied, followed by horseradish peroxidase-conjugated secondary antibody incubation and tyramide signal amplification (TSA). After all antigens above have been labeled, nuclei were stained with 4’-6’-diamidino-2-phenylindole (DAPI, Sigma-Aldrich, Missouri, USA, Cat# D9542). The stained slides were scanned to obtain multispectral images using the Mantra System (PerkinElmer) and analyzed using InForm image analysis software (version 2.4, PerkinElmer).

### 2.9 Cell culture, detection, and analysis

On the one hand, THP1 cells were seeded 1x10^6^ cells per well in six-well plate and treated with palmitate (PA,1 mM, Sigma-Aldrich, USA). Meanwhile, different siRNA-lipofectamine™ 3000 (Cat# L3000015, Invitogen) mixture was added into cell culture medium. After 48h, total RNA of THP1 cells were extracted to detect the levels of Jun, spp1, Socs3 and Rac1. On the other hand, THP1 cells were seeded 1x10^6^ cells per well on six-well upper trans-well insert (0.4µM), LX2 cells were seeded 1x10^5^ cells in the lower wells of trans-well plates and attached overnight. After 24h, THP1 cells were washed with phosphate-buffered saline solution (PBS), and treated with PA (1 mM) and different siRNA-lipofectamine™ 3000 mixture, each upper insert was transferred to a lower plate containing the LX2 cells. Thereafter, THP1 cells and LX2 cells were co-cultured in serum-free medium for 48 hours. Total RNA of LX2 cells were extracted to detect the levels of α-smooth muscle actin (SMA), collagen type I alpha 1 (Col1a1) and Fibronectin (Fn). The sequences of different siRNA were listed in **Supplementary Table 1**.

### 2.10 Statistical analysis

Statistical analysis was performed using R 4.1.2 (Vienna, Austria), SPSS 20.0 (SPSS, Chicago, IL, United States) and Graphpad Prism 5.0 (Graphpad Software Inc., San Diego, CA, United States). Comparisons of cell distribution and gene expression among different groups were performed using one-way ANOVA. Comparisons of mRNA levels between two coculture groups were analyzed using the Mann−Whitney U test. Two-sided p-values less than 0.05 were considered significant.

## 3 Results

### 3.1 NASH mice showed obvious liver steatosis, inflammation, and fibrosis

Compared with mice fed a normal diet, two NASH mouse models with fibrosis developed pronounced obesity. In response to HFD/WD feeding, fructose water and CCl4, NASH mice showed significantly increased body weight and serum alanine aminotransferase (ALT), aspartate aminotransferase (AST) and triglyceride (TG) levels, especially in WD+F+CCl4 mice (**Figure 1A**). In addition, by HE and SR staining evaluation, there was obvious macrovesicular and microvesicular steatosis (score 2-3), lobular inflammation (score 2-3), and lobular and portal fibrosis (score 3-4) in NASH mice (**Figure 1B**) after constructed for 16 weeks. Although there was no statistical difference, we observed obvious collagen deposition and steatosis signals in images from SHG/TPEF scanning of NASH mice (**Figure 1B** and **Supplementary Figure 1**).

**Figure 1:**
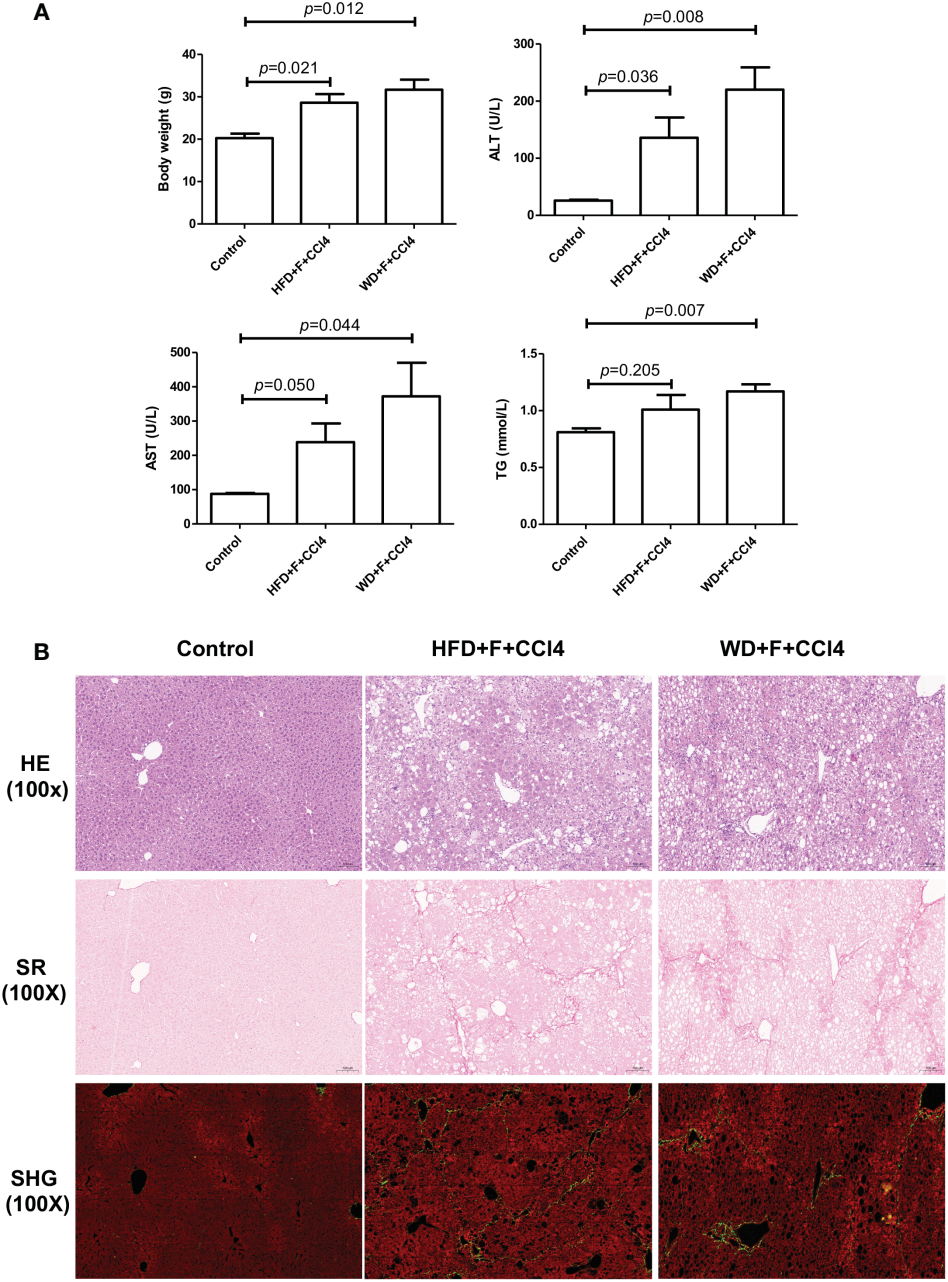
Metabolic and pathological characteristics of NASH mice with fibrosis. **(A)** Body weight, ALT, AST and TG levels and **(B)** Hematoxylin and eosin (H&E), Sirius Red staining and SHG/TPEF scanning images in control, HFD+F+CCl4 and WD+F+CCl4 mice. ps: ALT, alanine aminotransferase; AST, aspartate aminotransferase; and TG, triglyceride.

### 3.2 ScRNA-seq profiling of liver cells in NASH mice with fibrosis

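Liver cells of 8 mice were profiled by single-cell RNA sequencing after 16 weeks. The control group held 2 mice, C01 and C02. The HFD+F+CCl4 group (high-fat diet, fructose water and carbon tetrachloride, a liver toxin) held 3 mice, H01 to H03, and the WD+F+CCl4 group, on a Western diet instead, held 3 mice, W01 to W03. The legend of Supplementary Figure 2 counts 8 NASH mice, whereas its labels name 6. The droplet method captures the 3′ ends of transcripts and marks each captured molecule with a unique molecular identifier (UMI), so the values are counts of molecules. The paper's methods name bcl2fastq 2.20, Cell Ranger 5.0.1 and Seurat 3.1.1, and the header of the deposited matrices names Cell Ranger 4.0.0. These matrices hold unnormalized UMI counts of 55450 genes in 88581 barcodes that no filter on genes per cell had yet been applied to. Total UMI counts were 36699315 in C01 and 6135827 in C02, 49738207 to 55186165 in the HFD+F+CCl4 mice and 46275590 to 64855024 in the WD+F+CCl4 mice.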

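After the paper's filter, counts were scaled to 10000 UMIs per cell and logged, and 2000 variable genes and 30 principal components were used to link each cell to 20 neighbours. Cells were clustered with the Leiden algorithm at resolution 1. A cluster was named after the cell class whose marker genes were highest in it relative to the rest of the same mouse, with at least 3 markers higher and detected and a median log2 difference of at least 0.5, unless another class had more markers among its 10 leading genes. These thresholds were set after the clusters had been seen, whereas the markers were listed earlier. Names end in "-like" because no surface protein was measured. Doublets were scored in each mouse against simulated doublets, and between 139 (C02) and 1152 (W01) cells with the highest scores were marked but kept, since the paper's text names no removal. For tests of expression, UMI counts of a cell class were summed per mouse, so that the mouse and not the cell was the replicate. Genes kept by edgeR's filter were normalized by TMM and tested with edgeR's quasi-likelihood model over all 8 mice, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Power was limited at this number of mice. In data simulated from these libraries, with 200 changed genes, the comparison of MMD-like cells between HFD+F+CCl4 and control mice recovered 3% of changes of 1 log2 unit and 49% of changes of 2 log2 units. Many more genes than 200 were called in the data itself, which loosens the adjusted threshold, so these shares need not hold there.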

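Control and NASH mice differed at a mitochondrial gene and its nuclear copy in the MMD-like, T-like and B-like cells examined. mt-Nd3 encodes a subunit of respiratory complex I and lies on the mitochondrial genome of GRCm38 from 9459 to 9806. Gm28438 is a nuclear sequence on chromosome 1, from 24612775 to 24613119, whose transcript differs from mt-Nd3 at 1 of 345 compared bases, T3C, counted from the 5′ end of mt-Nd3. In T-like cells, control mice had 3.02 and 3.39 CPM of mt-Nd3 (UMI counts scaled to the total of that class and mouse) and 400 and 189 CPM of Gm28438, whereas NASH mice had 575 to 1515 CPM of mt-Nd3 and 0 to 1.12 CPM of Gm28438. MMD-like cells (monocyte-, macrophage-, Kupffer- and dendritic-like cells) showed the same exchange, with 513 to 1124 CPM of mt-Nd3 in NASH mice against 2.01 and 4.09 CPM in control mice. The log2 fold change of mt-Nd3 was 8.54 (standard error 0.55, adjusted p = 0.000249 from edgeR) in HFD+F+CCl4 mice and that of Gm28438 was -8.67 (standard error 0.74, adjusted p = 0.000452 from edgeR).

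**Figure D1:**
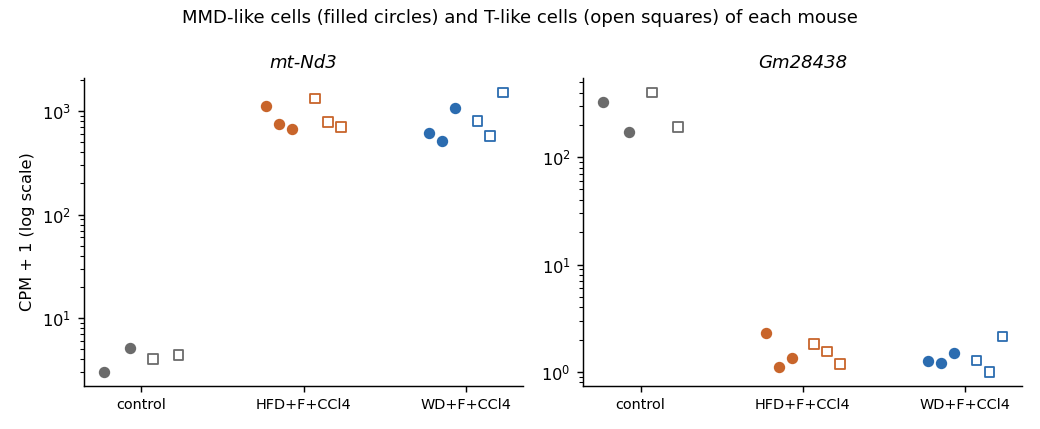
CPM + 1 of mt-Nd3 and Gm28438 on a log axis in each of the 8 mice, with filled circles for MMD-like cells and open squares for T-like cells. The 2 control mice have more Gm28438 than mt-Nd3, and the 6 NASH mice the reverse, in both cell classes.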

To construct a liver cell atlas in NASH mouse models, we performed cell classification and marker gene identification. After the filtration of low-quality cells, there were 14956 cells in the control group, 31956 cells in the HFD+F+CCl4 group, and 33562 cells in the WD+F+CCl4 group. 

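With more than 500 genes and under 25% mitochondrial counts required, 10788 cells were kept in C01 and 4168 in C02, 10123 to 11179 in the HFD+F+CCl4 mice and 9846 to 11999 in the WD+F+CCl4 mice, and the totals per group matched the paper's. Fewer UMIs and genes were counted per cell in the control mice. The median was 2397 UMIs and 1225.5 genes per cell in C01, 992.5 UMIs and 724 genes in C02, 3159 to 3853.5 UMIs in the HFD+F+CCl4 mice and 3908 to 4278 UMIs in the WD+F+CCl4 mice. The median mitochondrial share was 3.66% in C01 and 1.74% in C02, against 0.914% to 1.73% in the HFD+F+CCl4 mice and 0.937% to 2.14% in the WD+F+CCl4 mice. At a stricter filter of 1000 genes and 10% mitochondrial counts, 641 cells were left in C02 and 6791 to 9223 in each of the other mice.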

The requirements for high-quality cells in this study are as follows: 1. The number of genes identified in a single cell (500 Inf); 2. The total number of UMIs in a single cell was less than Inf; 3. The percentage of mitochondrial gene expression in a single cell was less than 25%. In addition, genes were filtered to retain genes expressed in at least one cell. A total of 27 cell clusters were identified and visualized using the T-distributed stochastic neighbor embedding (t-SNE) method in control mice and NASH mice with fibrosis (**Supplementary Figures 2A, B**). According to the representative markers of live cells in **Table 1**, we identified 10 different cells (**Figure 2A**). 

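Clustering at resolution 1 gave 41 clusters, 14 of them MMD-like. Macrophage-like cells formed clusters led by the complement genes C1qa and C1qb with Ms4a7, by the lipid-associated macrophage genes Trem2, Gpnmb, Fabp5 and Spp1, and by the immediate early gene Egr2 with the chemokine Ccl2 and Gdf15. Classical monocyte-like cells formed a cluster led by Vcan, Fn1 and Chil3, found mostly in NASH mice, and a cluster led by F13a1, Chil3 and Lyz2, with 343 cells in C01, 154 in C02 and at most 6 in any NASH mouse. The remaining MMD-like clusters were nonclassical monocyte-like, among them one led by the orphan receptor Nr4a1, conventional dendritic-like (led by Cd209a, Xcr1, or Ccl22 and Ccr7), plasmacytoid dendritic-like, Kupffer-like and proliferating. Neutrophil-, T-, B-, NK-, plasma-, endothelial-, hepatocyte-, cholangiocyte-, stellate or fibroblast-, and erythroid-like clusters were also found, and a cluster led by Elane, Prtn3, Mpo and Ctsg, which the rule named basophil- or mast-like although only Mcpt8 and Cpa3 of that class were among its 10 leading genes. A cluster led by the interferon-induced chemokines Cxcl9 and Cxcl10, a cluster led by the T cell genes Tcrg-C1 and Cxcr6, and a cluster led by haemoglobin and apolipoprotein genes stayed unnamed. In the first no class stood out, and in the other two the class with the highest markers (T and hepatocyte) had fewer of them among the 10 leading genes than another class. Of their cells, 2830 of the Tcrg-C1 cluster lay in C01 and 2016 of the haemoglobin cluster lay in C02. Marked doublets made up 91.8% of one small B-like cluster, 56.1% of the stellate or fibroblast-like cluster, 52.7% of a neutrophil-like cluster (931 of 1765 cells), 41.8% of a plasma-like cluster and 41.6% of a T-like cluster.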

The parenchymal cells of the liver are mainly hepatocytes, and nonparenchymal cells consist of cholangiocytes, hepatic stellate cells (HSCs), endothelial cells, DCs, monocytes, Kupffer cells, T cells, B cells, and granulocytes (**Figures 2A, B** and **Supplementary Figure 3**). All of these cell subtypes were shared among control mice and NASH mice with fibrosis, however, at different proportions. 

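Of 20 cell classes, unnamed cells among them, macrophage-, nonclassical monocyte-, neutrophil- and Kupffer-like cells and the Elane-led cluster, named basophil- or mast-like, took a larger share in every NASH mouse than in either control mouse, and plasma-, plasmacytoid dendritic-, proliferating lymphoid-like and unnamed cells a smaller one. For Kupffer-like cells this rests on 9 of 11999 cells in W01 against 7 of 10788 in C01, and as a share of named immune cells W01 was lower (0.0780% against 0.130%). Macrophage-like cells made up 0.300% of cells (mean of n = 2) in control mice and 21.6% ± 6.54 (SD, n = 6) in NASH mice (exact permutation test, p = 0.0357). Plasmacytoid dendritic-like cells made up 4.91% and 2.19% ± 1.19, plasma-like cells 4.41% and 0.188%, and proliferating lymphoid-like cells 2.51% and 0.813%. The Elane-led cluster made up 0.165% and 0.595% ± 0.184. Unnamed cells made up 39.1% and 2.65%. Each of these 6 has the smallest p that 28 splits of 6 and 2 mice allow, 0.119 after Benjamini-Hochberg adjustment over the 20 classes, and so none passed. Nonclassical monocyte-like cells made up 0.232% and 18.7% ± 7.63 (exact permutation p = 0.0714). T-like cells made up 12.6% and 10.0%, B-like cells 11.1% and 4.24%, neutrophil-like cells 1.14% and 9.09% ± 5.18, and hepatocyte-like cells 9.34% and 1.49%, with p from 0.143 to 0.464 in the exact test. Erythroid-like cells were not seen in H01, 0 of 11179 cells, which allows a share of up to 0.0268%, counting error only.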

Compared with those of control mice, higher proportions of monocytes, Kupffer cells and DCs were observed in HFD+F+CCl4 and WD+F+CCl4 mice (**Figures 2C, D**). In addition, the two NASH fibrosis models shared similar cell compositions and proportions (**Figure 2C**).

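Of 3 shares compared, that of monocyte- and macrophage-like cells differed most between NASH and control livers. They made up 3.95% of cells in C01 and 4.65% in C02, and 44.8% to 58.1% in the 6 NASH mice, a difference in mean of 45.1 percentage points that was larger than the spread within any group. With the 2 clusters that hold the paper's Mono 5 genes counted as monocytes, an alternative chosen after seeing the values, the share was 18.1% in C01 and 53.5% in C02, the latter inside the range of the NASH mice. The mean was 51.2% ± 5.97 (SD, n = 3) in HFD+F+CCl4 mice and 47.5% ± 4.70 (SD, n = 3) in WD+F+CCl4 mice. Kupffer-like cells, the resident macrophages marked by Clec4f, made up 0.0324% in control mice, 2.94% ± 2.94 (SD, n = 3) in HFD+F+CCl4 mice and 2.19% ± 3.49 (SD, n = 3) in WD+F+CCl4 mice. H01 (6.14%) and W03 (6.21%) carried these means, with 0.0750% to 2.32% in the other NASH mice, and endothelial-like cells stood apart in the same 2 mice, at 13.2% and 12.1% against at most 2.02%. None was found among the 4168 cells of C02, which allows up to 0.072%, although its library held 11.4 CPM of Clec4f (70 UMIs), above C01 (3.79), W01 (0.718), W02 (1.92) and H03 (6.70). Conventional dendritic-like cells made up 3.30% ± 2.28 (SD, n = 2), 6.99% ± 4.68 (SD, n = 3) and 6.03% ± 3.88 (SD, n = 3). In two-sided exact permutation tests of NASH against control mice over 28 splits, p was 0.0357 for monocyte- and macrophage-like, 0.143 for Kupffer-like and 0.286 for conventional dendritic-like cells, or 0.107, 0.214 and 0.286 after Benjamini-Hochberg adjustment over the 3 shares. A single model against control, 3 mice against 2, cannot go below the exact p = 0.1 that the monocyte- and macrophage-like share reached in each. The dendritic-like difference of 3.21 points was 1.59 without C01 and 4.82 without C02, and became -0.326 at Leiden resolution 0.5, 3.96 at resolution 2 and 0.00331 points as a share of named immune cells (exact permutation p = 1). At resolution 0.5 the dendritic-like class held 506 cells in C01 and 355 in C02, against 182 and 205 at resolution 1. The monocyte- and macrophage-like class of these 2 mice held 141 and 62, against 426 and 194. In each NASH mouse the dendritic-like class was slightly smaller at resolution 0.5. The Kupffer-like difference was 2.53 points.

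**Figure D2:**
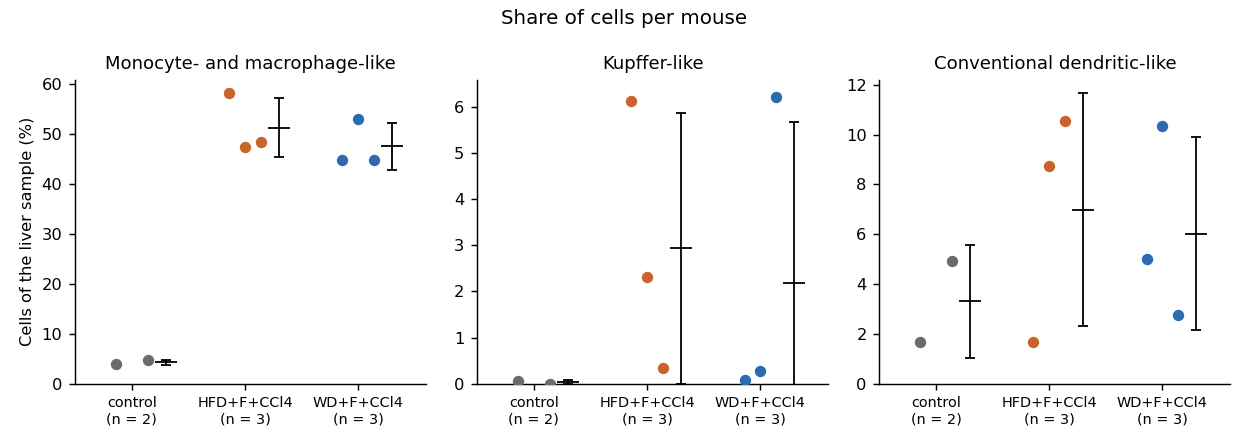
Percent of all cells of each mouse that were monocyte- and macrophage-like, Kupffer-like or conventional dendritic-like, a point per mouse, for the control (2 mice), HFD+F+CCl4 (3 mice) and WD+F+CCl4 (3 mice) groups. The monocyte- and macrophage-like shares of the NASH mice lie between 44.8% and 58.1%, above both control mice. Black bars give the group mean and whiskers 1 SD, with parts under 0 not drawn.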

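Between the 2 NASH models, the mean shares of monocyte- and macrophage-like, Kupffer-like and conventional dendritic-like cells differed by 3.75, 0.744 and 0.956 percentage points (exact permutation tests over 20 splits, p = 0.5, 0.7 and 0.9), less than the spread between mice of a model. In MMD-like cells, edgeR called 0 of 17225 genes different between HFD+F+CCl4 and WD+F+CCl4 mice, with 1131 genes at an unadjusted p under 0.05, while DESeq2 called 104 genes higher and 28 lower in HFD+F+CCl4 mice. Without the low-count filter edgeR called 78 higher and 27 lower. Log2 fold changes of HFD+F+CCl4 over WD+F+CCl4 were 0.60 (standard error 0.62) for Jun and -0.93 (standard error 0.61) for Spp1, with edgeR adjusted p of 0.927 and 0.885. No member of the 23 gene lists passed over all genes. Adjusted over the list alone, 12 of 18 interferon-response genes were lower and 16 of 24 hepatocyte transcripts higher in HFD+F+CCl4 mice, with an adjusted p of at least 0.548 for every list with an estimated correlation. At 3 mice against 3, simulated changes of 2 log2 units were recovered in 57% of genes.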

**Figure 2:**
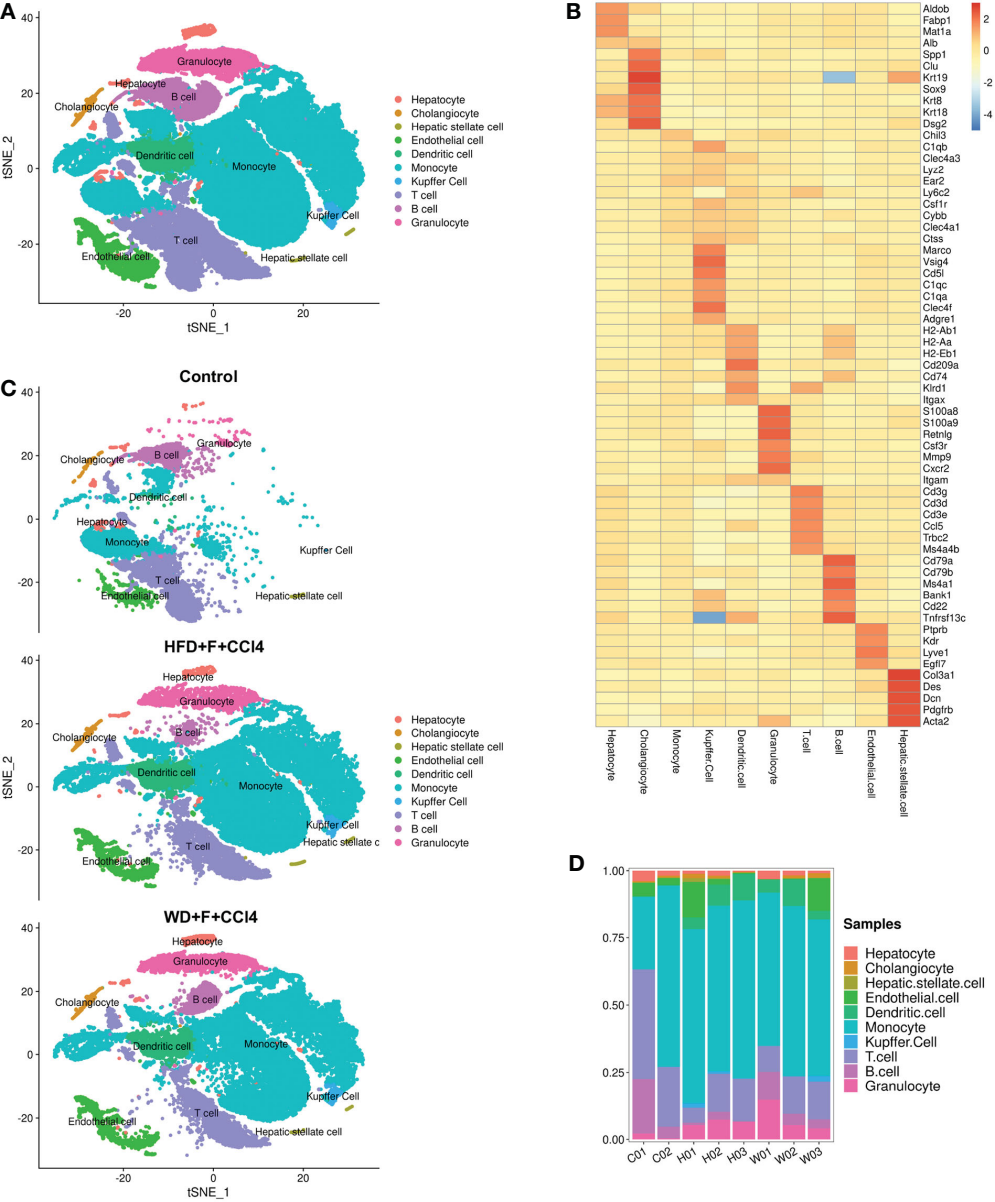
ScRNA-seq profiling of liver cells from normal and NASH mice with fibrosis. **(A)** The annotation and color codes for the 10 identified liver cells. **(B)** The t-SNE plot shows the cell origins in the control, HFD+F+CCl4 mice and WFD+F+CCl4 mice. **(C)** Heatmap showing the expression of marker genes in the indicated cell types. **(D)** Histogram indicating the proportion of cells in the liver tissue of each mouse. ps: C01-02: control mice 01-02; H01-03: HFD+F+CCl4 mice 01-03; W01-03: WFD+F+CCl4 mice 01-03.

### 3.3 The components and function of the monocyte-macrophage-DC system in the livers of NASH mice with fibrosis

We next conducted unsupervised clustering of monocytes, Kupffer cells and DCs. A total of 10 clusters emerged within the monocyte-macrophage-DC system, including eight clusters of monocytes (Mono 1-Mono 8), one cluster of Kupffer cells and one cluster of DCs (**Figures 3A–C**), namely, the MMD system. Compared with those of the control mice, there were higher proportions of Mono 1-4, Mono 7, Mono 8, Kupffer cells and DCs and lower proportions of Mono 5 and Mono 6 in the two NASH mouse models with fibrosis (**Figure 3D**). 

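The MMD-like cells of control livers were mainly plasmacytoid dendritic-, classical monocyte- and conventional dendritic-like, and those of NASH livers mainly macrophage- and nonclassical monocyte-like. Of MMD-like cells, macrophage-like cells made up 2.44% ± 0.810 (SD, n = 2) in control mice, 33.1% in HFD+F+CCl4 mice and 35.1% in WD+F+CCl4 mice (n = 3 each), and nonclassical monocyte-like cells, the patrolling subset, made up 2.06% ± 1.49, 36.7% and 21.7%. Plasmacytoid dendritic-like cells, which produce type I interferon, made up 37.5% ± 0.349, 2.47% and 4.70%. Classical monocyte-like cells made up 30.1% ± 7.27, 8.19% and 21.3%, conventional dendritic-like cells 23.6% ± 8.32, 10.8% and 9.63%, and Kupffer-like cells 0.340%, 4.34% and 3.62%. These shares add up within a mouse, so a larger share of some classes lowers the others, and they rest on 1029 cells in C01, 696 in C02 and 6488 to 7659 in each NASH mouse. Genes that mark the paper's Mono 5 lay in a haemoglobin-rich unnamed cluster and in a hepatocyte-like cluster, both outside the MMD-like cells. Together they held 14.2% of all cells of C01 and 48.9% of C02, and in NASH mice at most 0.00939%, in H03. The Mono 6 genes lay in the plasmacytoid dendritic-like cluster. Clusters led by immediate early genes held 69.3% of MMD-like cells of H01, 17.5% of W03 and at most 1.56% in the other mice.

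**Figure D3:**
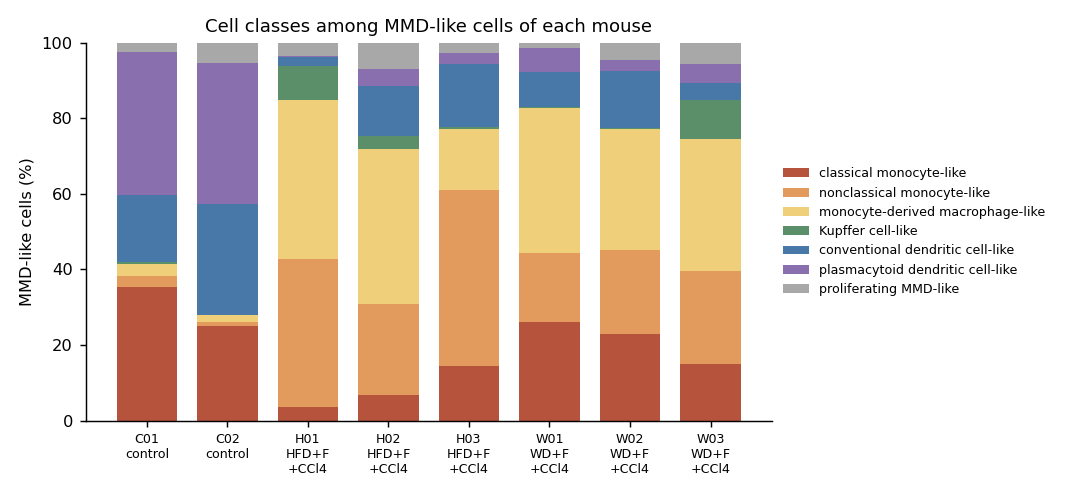
Percent of the MMD-like cells of each mouse in each of 7 classes, stacked per mouse, for 2 control, 3 HFD+F+CCl4 and 3 WD+F+CCl4 mice. Macrophage- and nonclassical monocyte-like cells fill most of the NASH bars and little of the control bars.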

Cells in the MMD system in the two NASH fibrosis models displayed high expression levels of C-Jun, spp1, Rac1 and Socs3 (**Figures 3E, F**). 

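MMD-like cells of NASH mice held more RNA of Jun, Spp1 and Rac1 than those of control mice, and Socs3 stood above control without passing the test. Jun, an immediate early gene and part of the AP-1 transcription factor (chromosome 4 of GRCm38, 95049034 to 95052222), had 49.1 ± 13.4 CPM (SD, n = 2) in control, 528 ± 541 (SD, n = 3) in HFD+F+CCl4 and 349 ± 118 (SD, n = 3) in WD+F+CCl4 mice. Its log2 fold change over control was 3.39 (standard error 0.82, edgeR adjusted p = 0.0256) and 2.80 (standard error 0.80, edgeR adjusted p = 0.0379) in the 2 models. Spp1, which encodes the secreted phosphoprotein osteopontin (chromosome 5, 104435118 to 104441050), had 26.4 ± 3.76, 441 ± 305 and 838 ± 475 CPM, with log2 fold changes of 4.09 (standard error 0.86, edgeR adjusted p = 0.0151) and 5.02 (standard error 0.90, edgeR adjusted p = 0.00618). Rac1, a small GTPase of the actin cytoskeleton (chromosome 5, 143503634 to 143528036), had 285.65 ± 10.4, 434 ± 16.4 and 458.5 ± 27.8 CPM, with log2 fold changes of 0.60 (standard error 0.15, edgeR adjusted p = 0.0269) and 0.68 (standard error 0.15, edgeR adjusted p = 0.0135). Socs3, which restrains cytokine signalling (chromosome 11, 117966079 to 117970047), had 13.7 ± 1.75, 81.9 ± 69.6 and 56.3 ± 17.0 CPM, with log2 fold changes of 2.62 (edgeR adjusted p = 0.0524) and 2.08 (edgeR adjusted p = 0.0879). H01 carried the HFD+F+CCl4 means of Jun, at 1152 CPM against 211.9 in H02 and 219.8 in H03, and of Socs3, at 159.5 against 24.95 and 61.13. Clusters led by immediate early genes held 69.3% of the MMD-like cells of H01. DESeq2 called Socs3 in both models, at adjusted p = 0.000661 and 0.00978. In T-like cells of the same libraries, Jun had 364 ± 378 CPM in NASH (SD, n = 6) and 59.0 in control mice, and Spp1 164 ± 108 and 37.9. With monocyte- and macrophage-like cells alone, Jun was at 2.88 and 2.28 (edgeR adjusted p = 0.0643 and 0.103) and Rac1 at 0.07 and 0.17 (edgeR adjusted p = 0.855 and 0.592), so neither call held. Without C01 or without C02, edgeR's calls ended in HFD+F+CCl4 mice for Jun (adjusted p = 0.136 and 0.152), Spp1 (0.131 and 0.0968) and Rac1 (0.105 and 0.118), and in WD+F+CCl4 mice for Jun (0.166 and 0.181), Spp1 (0.0714 and 0.0528) and Rac1 (0.0637 and 0.0668). Jun also lost its call in WD+F+CCl4 mice without W01 (0.0612), W02 (0.0591) or W03 (0.0745), and Rac1 in HFD+F+CCl4 mice without H02 (0.0602), H03 (0.0545), W01 (0.0561) or W03 (0.0558), whereas Socs3 gained it in HFD+F+CCl4 mice without H02 (0.0133), all from edgeR. Weighting classes equally was done with limma on classical monocyte-, conventional dendritic-, plasmacytoid dendritic-like and proliferating cells alone. Macrophage-, nonclassical monocyte- and Kupffer-like cells were too few in some mice to be included. There Socs3 was called in both models (limma adjusted p = 0.0311 and 0.0276). The calls of Jun (2.38 and 2.58, limma adjusted p = 0.0914 and 0.0565) and Rac1 (0.27 and 0.32, limma adjusted p = 0.242 and 0.153) ended. The call of Rac1 also ended with replicate number as a block (edgeR adjusted p = 0.108 and 0.0661) and, in HFD+F+CCl4 mice, with doublets left out (0.49, edgeR adjusted p = 0.0691), and that of Spp1 ended in HFD+F+CCl4 mice with the unnamed cluster of Mono 5 genes added (2.75, edgeR adjusted p = 0.0803).

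**Figure D4:**
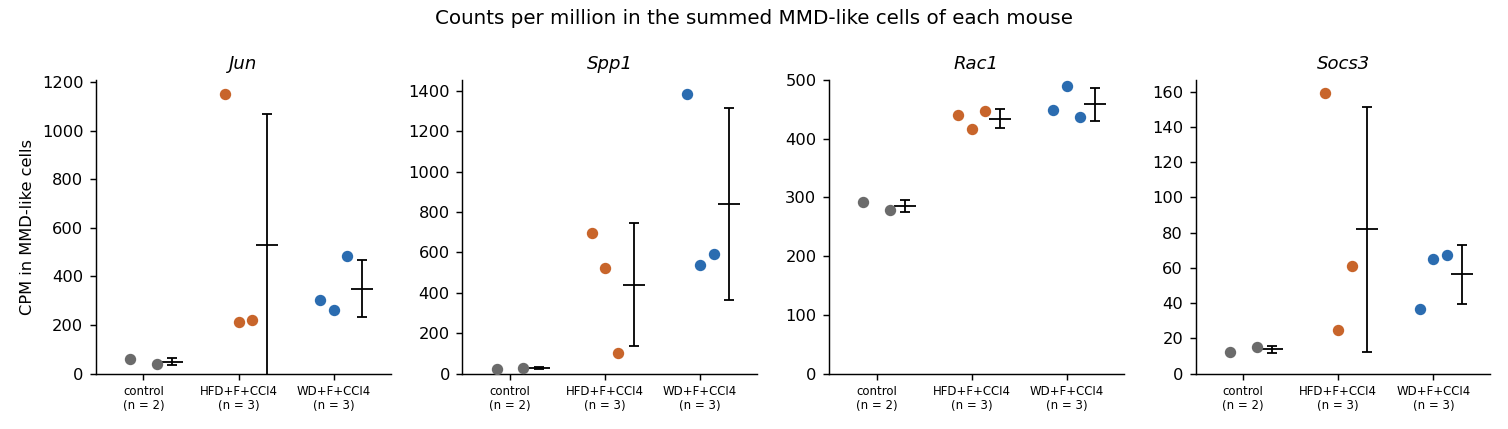
CPM of Jun, Spp1, Rac1 and Socs3 in MMD-like cells, a point per mouse, with a black bar for the group mean and whiskers of 1 SD (parts under 0 are not drawn). Every NASH mouse lies above both control mice for the 4 genes.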

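Over all genes, 1419 were higher and 1293 lower in MMD-like cells of HFD+F+CCl4 than of control mice, of 17225 tested, and 1898 were higher and 1739 lower in WD+F+CCl4 mice. Many single lysosome and lipid-associated macrophage genes were higher, although neither list passed with an estimated correlation (adjusted p = 0.329 for each in HFD+F+CCl4 and 0.287 in WD+F+CCl4 mice). Macrophage-like cells made up 2.44% of MMD-like cells in control, 33.1% in HFD+F+CCl4 and 35.1% in WD+F+CCl4 mice. These tests do not part a change within cells from that change in the mix of classes. In HFD+F+CCl4 mice 29 of 46 lysosome genes were higher and none lower (37 higher adjusted over the list alone), and in WD+F+CCl4 mice 35 were higher (39). Ctsd, a lysosomal protease, rose from 171 ± 3.04 to 2562 ± 1622 and 2631 ± 800 CPM, a log2 fold change of 3.90 and 3.94, and Lamp1, a lysosomal membrane protein, from 292 ± 3.18 to 857 ± 192 and 909 ± 112 CPM. Of 14 lipid-associated macrophage genes, 13 were higher in HFD+F+CCl4 and 14 in WD+F+CCl4 mice (14 in each adjusted over the list alone), among them the lipid receptor Trem2 (log2 fold change 5.02 and 5.00) and Gpnmb (5.82 and 5.38). Trem2, Gpnmb, Cd9 and Fabp5 are also markers that named macrophage-like cells, so their difference cannot be told apart from the share of these cells. Of 38 phagosome genes 20 and 21 rose and none fell (26 in each adjusted over the list alone), such as the Fc receptor Fcgr4 (4.00 in HFD+F+CCl4 mice) and Cd14 (3.57). Of 22 lipid-handling genes 14 rose in each model and 1 fell in WD+F+CCl4 mice (15 and 16 rose adjusted over the list alone), with Apoe at 4.99 and 4.64 and the cholesterol exporter Abca1 at 3.56 in HFD+F+CCl4 mice. Of 23 profibrotic genes 11 and 12 rose (13 in each adjusted over the list alone), among them the matrix protease Mmp14 (4.48). Of 22 glycolysis genes 11 and 13 rose (15 and 17 adjusted over the list alone), such as Aldoa (1.6). In HFD+F+CCl4 mice, 6 of 10 immunoglobulin transcripts and 12 of 24 hepatocyte transcripts were lower, and 1 of the latter higher (7 and 16 lower adjusted over the list alone). No list's call held with an estimated correlation, with adjusted p from 0.185 to 0.339 for these lists in HFD+F+CCl4 mice but 0.495 for hepatocyte transcripts, and from 0.214 to 0.34 in WD+F+CCl4 mice. Hepatocyte transcripts took 0.310% and 0.321% of UMIs in MMD-like cells of control and 0.093% to 0.191% in those of NASH mice, and Cd3d, a T cell gene, had 86.5 CPM in control and 3.12 in HFD+F+CCl4 mice. With monocyte- and macrophage-like cells alone, 494 genes were higher and 429 lower in HFD+F+CCl4 mice, 694 were higher and 592 lower in WD+F+CCl4 mice, and Lamp1 no longer passed (0.63 and 0.68, edgeR adjusted p = 0.104 and 0.0724). Without C01 or C02, 488 or 553 genes were higher in HFD+F+CCl4 and 802 or 955 in WD+F+CCl4 mice, and in edgeR's test Ctsd (adjusted p = 0.0727 and 0.0653, and 0.0592 and 0.0512), Gpnmb (0.0582 and 0.0705, and 0.054 and 0.0655) and Abca1 (0.0588 and 0.0623 in HFD+F+CCl4 mice) did not pass.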

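Within classes some lysosome genes were higher in NASH mice too, and the list passed with an estimated correlation in plasmacytoid dendritic-like cells but not in the other 3 classes tested. Only classical monocyte-, conventional dendritic-, plasmacytoid dendritic-like and proliferating cells had 20 or more cells in every mouse, so macrophage-, nonclassical monocyte- and Kupffer-like cells could not be compared with control. Both groups also differ in clusters within a class, which these tests do not take apart: classical monocyte-like cells of control mice lay mainly in the F13a1-led cluster (343 of 363 cells in C01, 154 of 174 in C02) and those of NASH mice in the Vcan-led one, and conventional dendritic-like cells of control mice mainly in the Xcr1-led cluster (129 of 182 and 164 of 205) and those of NASH mice mainly in the Cd209a- and Ccl22-led ones. In classical monocyte-like cells edgeR called 631 genes higher and 583 lower of 11869. Spp1 was higher by 3.90 on the log2 scale (standard error 0.78, edgeR adjusted p = 0.0103), with 125 ± 72.9 CPM in NASH mice (SD, n = 6) and 8.94 in control mice, beside the 164 CPM of T-like cells of the same NASH mice. Socs3 was higher by 1.88 (standard error 0.44, edgeR adjusted p = 0.0216; 0.0522 with replicate number as a block). Jun was at 2.44 (standard error 0.87, edgeR adjusted p = 0.0995) and Rac1 at 0.24 (standard error 0.14, edgeR adjusted p = 0.323). Without the low-count filter Jun was at 2.49, with an edgeR adjusted p of 2.74e-22. At so similar a fold this value is not credible beside a standard error of 0.87 and is not read as a call. Jun passed, at a smaller fold and chosen after seeing the values, without H01 and W03 (1.34, edgeR adjusted p = 0.00362). Of the lists, 20 of 45 lysosome genes rose and 1 fell, 12 of 37 phagosome genes and 11 of 22 glycolysis genes rose (31, 13 and 11 rose adjusted over each list alone), with adjusted p of 0.392, 0.398 and 0.414 with an estimated correlation, and 22 of 24 hepatocyte transcripts fell (0.392). In plasmacytoid dendritic-like cells 290 genes were higher and 442 lower, and 16 of 43 lysosome genes were higher and none lower (23 higher adjusted over the list alone, adjusted p = 0.0416 with an estimated correlation). Marked doublets made up 16.0% of this cluster (335 of 2094 cells), and H01 held only 21 of its cells. The list was not run again without doublets, and free RNA from other cells was not tested for lysosome genes, so neither source is excluded. In conventional dendritic-like cells 358 were higher and 395 lower, with 14 of 44 lysosome genes (adjusted p = 0.0697 with an estimated correlation) and 9 of 36 phagosome genes higher (19 and 14 adjusted over each list alone; adjusted p = 0.231 for phagosome genes). In proliferating cells 147 were higher and 114 lower, with 12 of 46 lysosome genes higher (adjusted p = 0.602 with an estimated correlation). In classical monocyte-like cells without C01, 109 genes were higher and 85 lower, and the calls of Spp1 (3.78, edgeR adjusted p = 0.281) and Socs3 (1.98, 0.332) ended, as that of Socs3 did without C02 (1.89, edgeR adjusted p = 0.0717), when 337 genes were higher and 361 lower. Without C01 or C02, 68 or 161 genes were higher in plasmacytoid dendritic-like, 45 or 81 in conventional dendritic-like and 0 or 8 in proliferating cells, and with doublets left out 96 were higher and 185 lower in plasmacytoid dendritic-like and 62 and 55 in proliferating cells.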

IHC staining verified the increased abundance of these markers in NASH mice with fibrosis (all p<0.05, **Figure 3G** and **Supplementary Figure 4**). KEGG enrichment analysis showed increased phagosome and lysosome signaling pathways in Mono 2 and increased PPAR signaling pathways and fatty acid degradation in Mono 5 (**Figures 3H, I**). 

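Macrophage-like cells, which carry the paper's Mono 2 genes Trem2, Gpnmb and Ms4a7, had more RNA of many lysosome and phagosome genes than the other MMD-like cells of the same mouse, although neither list passed with an estimated correlation (adjusted p = 0.114 and 0.188). Of 46 lysosome genes, 41 were higher and 1 lower in 7 mice (42 and 1 adjusted over the list alone). The tetraspanin Cd63 was higher by 2.50 on the log2 scale (standard error 0.26, edgeR adjusted p = 3.07e-05), the protease Ctsd by 2.04 (standard error 0.27, edgeR adjusted p = 0.000184), and Lamp1, Psap and Ctsz by 0.83, 0.81 and 0.60. Of 37 phagosome genes 22 were higher and 6 lower (22 and 6 adjusted over the list alone), among them the Fc receptor Fcgr1, higher by 2.03 (standard error 0.22, edgeR adjusted p = 4.79e-05). Spp1 was higher by 3.50 (standard error 0.33, edgeR adjusted p = 1.75e-05), at 1257 ± 766 CPM in macrophage-like cells of NASH mice (SD, n = 6), while cholangiocyte-like cells had 15857 ± 3328 (SD, n = 5). The interferon-response list was higher in 17 of 17 genes and the actin list lower in 13 of 28 and higher in 2. With an estimated correlation the adjusted p was 0.272 for interferon response and 0.398 for actin genes. Genes that name the clusters were left out of the lists. The clusters were made from the same counts, so these tests describe the division of the cells and are not independent evidence. Cd63, Ctsd and Spp1 were themselves among the 10 leading genes of a macrophage-like cluster. C02 had under 20 macrophage-like cells and was not used, and edgeR called 3053 genes higher and 3048 lower of 13997.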

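Of the 2 control clusters that hold the paper's Mono 5 genes, both had more RNA of the PPAR signaling list than classical monocyte-like cells of the same mouse. In C02, 47 PPAR genes summed to 9688 CPM in the cluster, 3273 in classical monocyte-like, 3159 in T-like and 14193 in hepatocyte-like cells, and to 5794 in barcodes at or under 500 genes. In C01 they summed to 7556 CPM in the cluster, 2506 in classical monocyte-like and 13005 in hepatocyte-like cells, and to 23234 in barcodes at or under 500 genes, more than in the cluster. The 31 fatty acid degradation genes summed to 3075 CPM in the cluster of C02 against 1779 in its classical monocyte-like cells, and to 1420 and 1240 CPM in C01, with 2086 CPM in C02 and 1845 in C01 in barcodes at or under 500 genes. Each cluster lies almost wholly in 1 mouse (2016 of 2036 cells in C02, 1512 of 1533 in C01), so these are values with no replicates and no test. The cluster of C02 had a median of 949 UMIs per cell and that of C01 1439.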

*In vitro*, Jun, Spp1, Rac1 or Socs3 in THP1 cells was knock-down (KD), and palmitic acid (PA) was used to induce lipogenesis in THP1 cells. After 48h, the mRNA levels of molecules in phagocytosis and lysosomal signal pathway (Ctsz, Psap, LAMP1) in THP1 cells decreased (**Supplementary Figure 6**).

**Figure 3:**
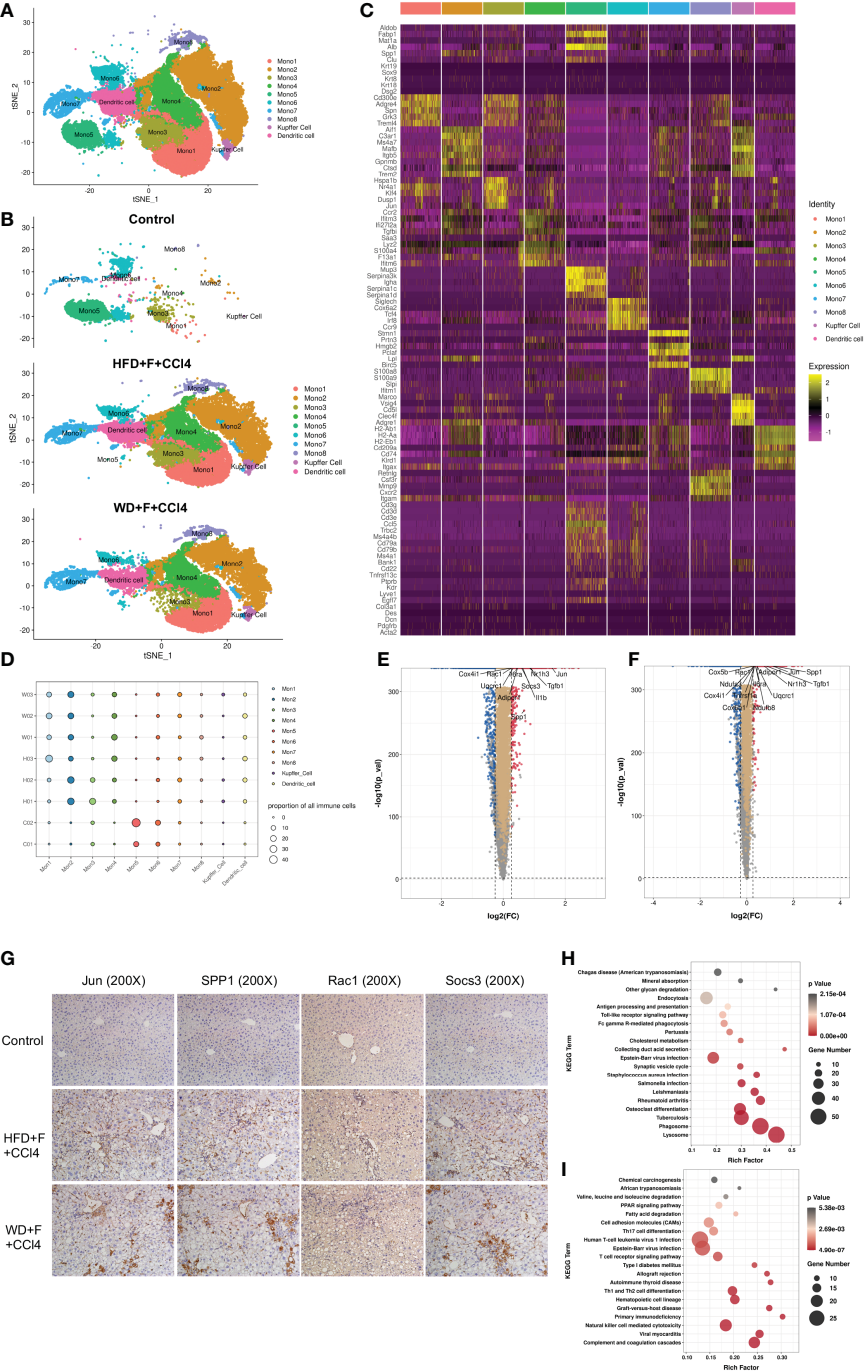
The components of the monocyte-macrophage cell-DC (MMD) system in normal and NASH mice with fibrosis. **(A, B)** t-SNE plot showing the subtypes of cells in the MMD system from normal and NASH mice with fibrosis. Each cluster is color-coded according to cell type and mouse group. **(C)** Heatmap showing the expression of the marker genes in each cell type of the MMD system. **(D)** Bubble map showing the proportion of each cell type in the MMD system from normal and NASH mice with fibrosis. **(E, F)** Volcano plot showing the differentially expressed genes in the MMD system between control and HFD+F+CCl4 mice/control and WD+F+CCl4 mice. **(G)** Representative images of IHC staining (Jun, SPP1, Rac1 and Socs3) in formalin-fixed paraffin-embedded (FFPE) tissue in control, HFD+F+CCl4 and WD+F+CCl4 mice. **(H, I)** Bubble plot showing the KEGG enrichment of specific pathways in monocyte 2 (Mono2) and Mono5. ps: C01-02: control mice 01-02; H01-03: HFD+F+CCl4 mice 01-03; W01-03: WFD+F+CCl4 mice 01-03.

### 3.4 The transition trajectory of cells in the MMD system of NASH mice with fibrosis

Having defined different subsets in the MMD system, we aimed to analyze the dynamic immune states, cell transitions and pathways that further guide the different fates of cells. First, a complete dataset of monocytes, Kupffer cells and DCs was extracted and analyzed with Monocle2, which compare all single-cell transcriptomes in multidimensional space using machine-learning algorithms and orders cells along a path representing a developmental trajectory in theoretical time, known as pseudotime. Outcomes of pseudotime analysis showed that Mono5, Mono6 and Mono7 were at the beginning of the trajectory path, whereas Mono1, Mono2, Mono4, Kupffer cells and DCs were at the terminal state of the trajectory path. 

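Monocle2 was not available, so 43030 MMD-like cells were ordered by diffusion pseudotime, which measures distance from a chosen cell over a graph of 30 neighbours. The starting cell was plasmacytoid dendritic-like, the class that holds the paper's Mono 6 genes. Cells were divided by pseudotime into an early, a middle and a late part in which each mouse weighs the same. Plasmacytoid dendritic-like cells lay almost wholly in the early part (99.95%), as did 76.7% of conventional dendritic-like cells. Macrophage-like cells lay mainly in the middle part (80.8%). Nonclassical monocyte-like cells (93.5%) and Kupffer-like cells (92.6%) lay in the late part. Classical monocyte-like cells were spread over the middle (55.7%) and late (35.5%) parts. Median pseudotime was 0.109 in plasmacytoid dendritic-like cells and 0.709 to 0.778 in the other classes. The parts follow rank alone, so they hide this gap and are not even steps along a path. Over all mice, the early part was mainly conventional (3468 cells) and plasmacytoid dendritic-like (2093), and the late part mainly nonclassical monocyte-like (11397). The order says which cells resemble each other and not in which direction cells develop. With the start in the proliferating cluster instead, plasmacytoid dendritic-like cells lay in the last part (99.7%), and the change of 12 of the genes named along the path turned sign, and with the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out, which leaves 40936 cells, that of 19 did.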

Surprisingly, Mono5 and Mono7 were primarily distributed in control mice, with few cells identified at the start of transition trajectory, whereas Kupffer cells and Mono1-4 were primarily distributed in the two NASH mouse models with fibrosis and mainly at the end of the transition path (**Figures 4A–C**).

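From a plasmacytoid dendritic-like start, a class more frequent among control cells, MMD-like cells of control mice lay at the start of the order and those of NASH mice in its middle and end. From other starts they did not part: the first part held 28.4% and 42.7% of the cells of C01 and C02 and 19.1% to 48.9% of those of NASH mice with the start in the proliferating cluster, and 30.4% and 32.7% against 10.7% to 56.9% with the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out. From the plasmacytoid dendritic-like start the early part held 91.7% of the MMD-like cells of C01 and 96.7% of those of C02, and 1.67% (H01) to 18.2% (H02) of those of the NASH mice. The late part held 28.2% (W01) to 72.0% (H01) of the cells of NASH mice. The control cells at this start were plasmacytoid dendritic-like, conventional dendritic-like and classical monocyte-like, and 96.8% of the F13a1-led classical monocyte-like cluster, found in control mice, lay in the early part, against 1.42% of the Vcan-led cluster found in NASH mice. The 2 control clusters with Mono 5 genes were not among the cells ordered.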

**Figure 4:**
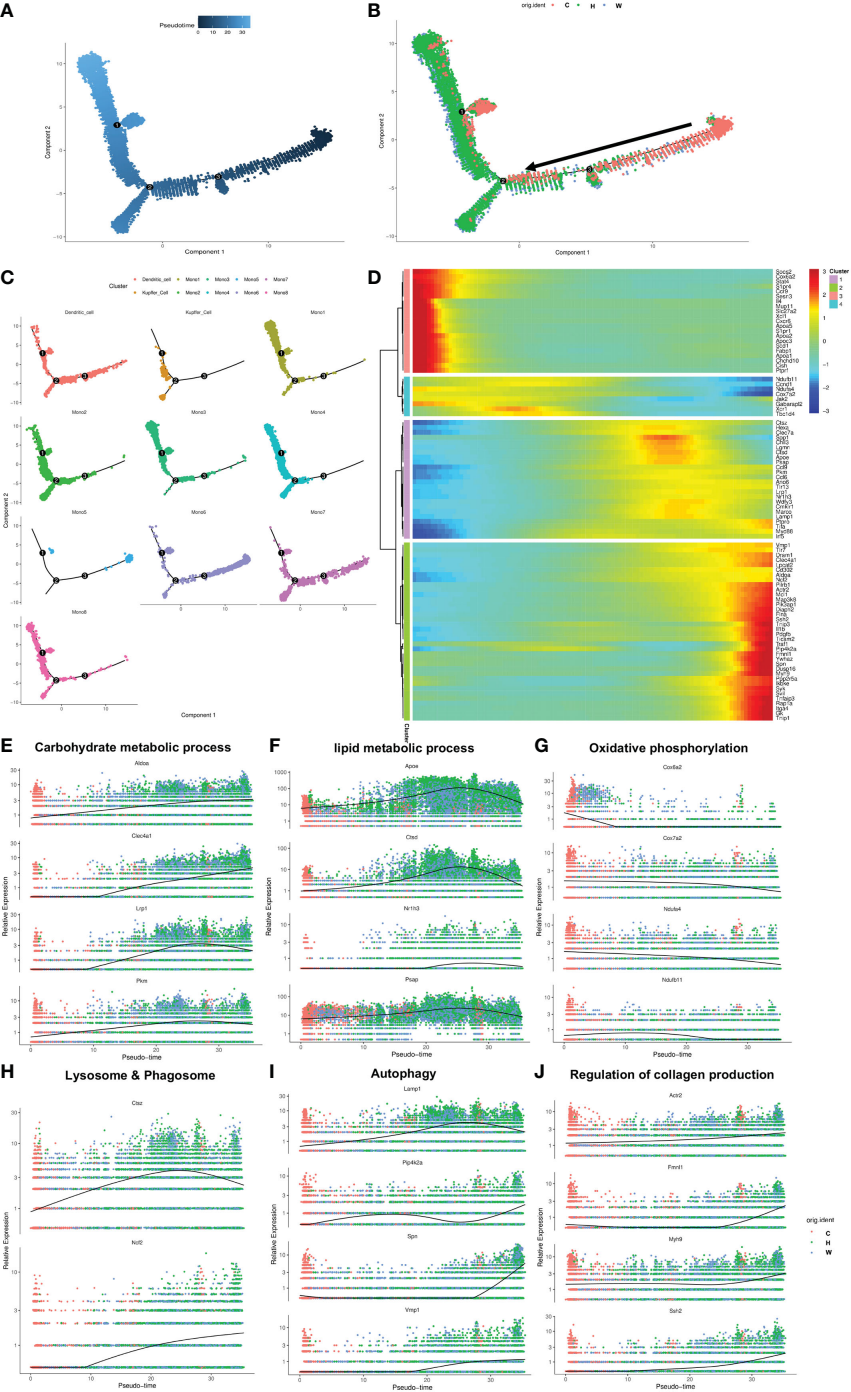
The transition trajectory and regulatory networks of cells in the MMD system. **(A, B)** Pseudotime-ordered analysis of cells in the MMD system from control and NASH mice. **(C)** Pseudotime plot showing the transition trajectory of Kupffer cells, DCs and 8 monocytes. **(D)** Heatmap showing the dynamic changes in gene expression along the pseudotime axis. **(E-J)** Characteristic genes in the select signaling pathway that are differentially expressed across the pseudotime of cells in the MMD system. ps: C, control mice; H, HFD+F+CCl4 mice; W, WFD+F+CCl4 mice.

According to the ordered transition trajectory, we further performed DEG analysis to explore changes in the function of pseudotime and identified four broad patterns of gene expression dynamics (**Figure 4D**). 

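Between the early and the late part of the order, edgeR called 3751 genes higher and 3574 lower in the late part, of 12499, in the 6 NASH mice with mouse as block. The ordering was built from the same counts, so these tests describe it and are not independent evidence. Along 6 parts of equal weight, 4 shapes were seen among lists. Actin-regulation genes summed to 11707 CPM in part 1 and 18663 ± 2089 (SD, n = 6) in part 6, where 19 of 28 were higher late and 1 lower (adjusted p = 0.413 with an estimated correlation). Lipid-associated macrophage genes summed to 46784 CPM in part 4 and 16878 in part 6, and 10 of 10 were higher late (adjusted p = 0.158). Antigen-presenting MHC class II genes, highest in part 2 (50858 CPM), stood at 7290 CPM in part 6, with 7 of 8 lower late (adjusted p = 0.337). Immunoglobulin transcripts were at 1805 CPM in part 1, and 4 of 9 were lower late. Inflammatory genes were higher late in 14 of 15 (adjusted p = 0.0847) and immediate early genes in 17 of 24 (adjusted p = 0.158). Immediate early genes took 0.968% of UMIs in MMD-like cells of H01 and 0.274% to 0.445% in those of the other NASH mice.

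**Figure D5:**
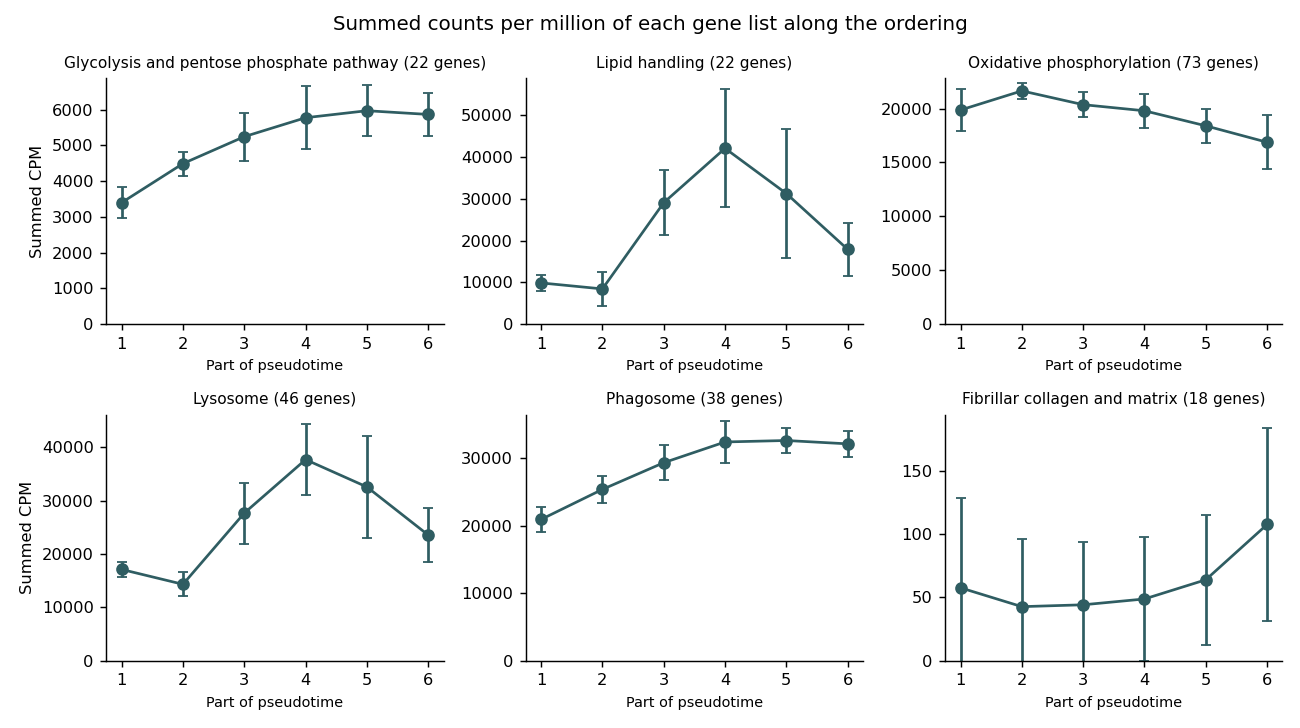
Summed CPM of 6 gene lists along 6 parts of pseudotime, as the mean of 6 NASH mice with bars of 1 SD. Lysosome and lipid-handling genes peak in part 4, and oxidative phosphorylation genes are lowest in part 6. Parts of bars under 0 are not drawn.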

Group 1 genes were upregulated along the trajectory early and maintained continuously, and a number of factors within carbohydrate metabolic processes were enriched in this group (**Figure 4E**). 

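Most glycolysis genes were higher in the late part of the order, although the list did not pass with an estimated correlation. Of 22, 14 were higher and 1 lower (14 and 3 adjusted over the list alone; adjusted p = 0.433 with an estimated correlation), and their summed level went from 3398 CPM in part 1 to 5972 in part 5 and 5867 in part 6. Aldoa, the glycolytic aldolase, went from 350.4 ± 90.8 CPM in part 1 to 882 ± 110.3 in part 6 (SD, n = 6), a log2 difference of 1.26 between the late and the early part (standard error 0.07, edgeR adjusted p = 1.45e-06). Pkm, which makes pyruvate, went from 284 ± 50.0 CPM to 639 in part 4 and 590.2 ± 89.0 in part 6, a log2 difference of 0.88 (standard error 0.08, edgeR adjusted p = 1.61e-05). The lectin Clec4a1 was higher late by 2.60 (standard error 0.15, edgeR adjusted p = 1.45e-06) and Lrp1, an endocytic receptor, by 2.04 (standard error 0.11, edgeR adjusted p = 1.14e-06). With the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out these turned to -0.36 for Aldoa, -0.32 for Pkm, -0.84 for Clec4a1 and -0.77 for Lrp1, and with the start in the proliferating cluster to -0.03 for Pkm and -0.23 for Lrp1.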

Group 2 genes represented a series of genes associated with lipid metabolic processes. These genes were at higher levels at the beginning of the trajectory and then upregulated significantly and downregulated at the end of the trajectory, which was consistent with the change in liver steatosis in the progression of NASH (**Figure 4F**). 

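Lipid-handling genes were low at the start, highest in the middle, and lower again at the end. Their summed level was 9847 ± 1992 CPM in part 1, 42122 ± 14162 in part 4 and 17893 ± 6287 in part 6 (SD, n = 6), and 17 of 21 were higher late than early, none lower (17 adjusted over the list alone; adjusted p = 0.147 with an estimated correlation). Apoe, the main apolipoprotein of macrophages (chromosome 7 of GRCm38, 19696109 to 19699188), had 3159 ± 1587 CPM in part 1, 27363 in part 4 and 7770.1 in part 6, a log2 difference of 2.19 between the late and the early part (standard error 0.15, edgeR adjusted p = 3.24e-06). Ctsd had 591 CPM in part 1, 3725 ± 1515 in part 4 and 1525 ± 929.97 in part 6, and Psap, the precursor of lysosomal lipid activators, had 3668 ± 342, 6555 ± 1249.8 and 3631 ± 926 CPM. Their late minus early differences were 2.21 (standard error 0.17, edgeR adjusted p = 5e-06) and 0.56 (standard error 0.10, edgeR adjusted p = 0.00101). Nr1h3, the oxysterol receptor LXR alpha, did not fall back, with 34.0 ± 11.5 CPM in part 1, 175 in part 4 and 235 ± 80.2 in part 6, a log2 difference of 2.44 (standard error 0.21, edgeR adjusted p = 1.02e-05). With the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out the differences turned to -1.50 for Apoe, -0.31 for Ctsd, -0.67 for Psap and -0.36 for Nr1h3. With 4 parts in place of 3, last against first, Psap did not pass (0.26, edgeR adjusted p = 0.0557), nor did it over all mice (0.33, edgeR adjusted p = 0.223), and with the start in the proliferating cluster Apoe was at -2.19, Ctsd at -1.30, Psap at -0.50 and Nr1h3 at 0.03 (edgeR adjusted p = 0.925).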

Group 3 encompassed genes associated with oxidative phosphorylation, which was downregulated consistently along the trajectory (**Figure 4G**). 

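Most oxidative phosphorylation genes were lower late in the order than early, although the list did not pass with an estimated correlation. Of 73, 54 were lower and 2 higher in the late than in the early part (55 and 3 adjusted over the list alone; adjusted p = 0.413 with an estimated correlation), and their sum went from 19865 ± 1939.6 CPM in part 1 over 21644 in part 2 to 16873 ± 2510.1 in part 6 (SD, n = 6). Ndufb11, a subunit of complex I, fell by 0.83 on the log2 scale (standard error 0.09, edgeR adjusted p = 4.93e-05), Cox5b of complex IV by 0.46 (standard error 0.08, edgeR adjusted p = 0.00107) and Cox7a2 by 0.27 (standard error 0.08, edgeR adjusted p = 0.0136). Cox6a2, the muscle isoform of a complex IV subunit, had 1053 ± 374 CPM in part 1 and at most 4.60 in the later parts, a log2 difference of -5.99 (standard error 0.37, edgeR adjusted p = 1.78e-06), and the plasmacytoid dendritic-like cells lay in the early part. Uqcrc1 of complex III was at 0.04 (standard error 0.08, edgeR adjusted p = 0.67). Cox4i1, at -0.18 (standard error 0.07, edgeR adjusted p = 0.0416), lost its call without H01 (0.0896), H02 (0.107), H03 (0.104), W02 (0.125) or W03 (0.0645), and Cox7a2 without H01 (0.0633) or W02 (0.0505), in edgeR throughout. With 4 parts, last against first, neither Cox7a2 (-0.12, edgeR adjusted p = 0.315) nor Cox4i1 (-0.13, edgeR adjusted p = 0.22) passed, nor did Cox4i1 over all mice (-0.19, edgeR adjusted p = 0.0705), and with the start in the proliferating cluster Cox6a2 turned to 4.72. With the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out, Cox6a2 turned to 1.65 and Ndufb11 to 0.11, and Cox5b (-0.12, edgeR adjusted p = 0.426) and Cox7a2 (-0.09, edgeR adjusted p = 0.524) did not pass.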

Groups 4 and 5 were enriched for genes related to lysosome and phagosome and autophagy, which increased slightly during the trajectory (**Figures 4H, I**). 

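Most lysosome, phagosome and autophagy genes were higher in the late than in the early part of the order, but only the phagosome list passed with an estimated correlation. Of 46 lysosome genes 38 were higher and 2 lower, of 37 phagosome genes 31 and 1, and of 25 autophagy genes 17 and 3 (38 and 2, 31 and 1, and 18 and 3 adjusted over each list alone). The phagosome call held with an estimated correlation (adjusted p = 0.0266), while the adjusted p was 0.246 for lysosome and 0.158 for autophagy genes. Lysosome genes peaked in part 4, at 37700.4 ± 6717 CPM against 17106 ± 1392 in part 1 and 23554 ± 5028 in part 6 (SD, n = 6). Phagosome genes stood at 20961 ± 1847 CPM in part 1 and 32174 in part 6, and autophagy genes at 2547 ± 110.1 and 3612. Lamp1 (chromosome 8 of GRCm38, 13159161 to 13175338) went from 306 CPM in part 1 to 1079 ± 152 in part 4 and 834 ± 141 in part 6, a log2 difference of 1.75 between the late and the early part (standard error 0.10, edgeR adjusted p = 1.45e-06). Vmp1, needed to form autophagosomes, was higher by 1.49 (standard error 0.12, edgeR adjusted p = 5.85e-06) and the protease Ctsz by 0.69 (standard error 0.08, edgeR adjusted p = 4.62e-05). Pip4k2a, a phosphoinositide kinase, had 252 CPM in part 1, 155.5 ± 25.7 in part 4 and 289 ± 53.0 in part 6, and its log2 difference of -0.18 (standard error 0.08, edgeR adjusted p = 0.0897) passed only without H03 (-0.24, edgeR adjusted p = 0.0359). With the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out the differences turned to -0.73 for Lamp1, -0.36 for Vmp1 and -0.38 for Ctsz, and with the start in the proliferating cluster to -0.27 for Lamp1, -0.21 for Ctsz and 0.38 for Pip4k2a.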

Group 6 included genes associated with collagen production, which increased in expression later along the trajectory path in accordance with the progression of fibrosis in NASH (**Figure 4J**).

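Few collagen genes were measured in these cells. Of 9, 3 were higher in the late part of the order and none lower (3 adjusted over the list alone; adjusted p = 0.433 with an estimated correlation). Lox, which cross-links collagen, was higher by 4.32 on the log2 scale (standard error 0.30, edgeR adjusted p = 3.06e-06), and the basement membrane collagens Col4a1 and Col4a2 by 1.93 each (standard errors 0.42 and 0.29, edgeR adjusted p = 0.00322 and 0.000351). All collagen genes of the list summed to 57.6 ± 70.9 CPM in part 1 and 107.6 ± 76.5 in part 6 (SD, n = 6), a difference within the spread between mice. Profibrotic genes were higher late in 16 of 19, none lower (16 and 1 adjusted over the list alone; adjusted p = 0.147 with an estimated correlation), among them the collagenase Mmp13, higher by 4.26 (standard error 0.41, edgeR adjusted p = 1.95e-05). The actin regulators Actr2 and Ssh2 were higher late by 0.54 (standard error 0.07, edgeR adjusted p = 9.28e-05) and 0.84 (standard error 0.08, edgeR adjusted p = 1.47e-05), and Spn, a sialoglycoprotein of nonclassical monocytes, by 1.68 (standard error 0.21, edgeR adjusted p = 0.000119). With the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out, the differences became -0.15 for Col4a1, 0.29 for Col4a2 (edgeR adjusted p = 0.304), -0.03 for Actr2 and -0.35 for Ssh2, and with the start in the proliferating cluster -0.16 for Mmp13. The paper states that a group with genes associated with collagen production was expressed more later along its trajectory.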

### 3.5 The upregulated expression of Fmnl1 and Myh9 in the MMD system is associated with collagen production in NASH mice with fibrosis

By TSA-IHC, the expression levels of Fmnl1 and Myh9 in liver sections were increased in the two NASH mouse models with fibrosis compared with control mice. The number of MMD system cells (Ly6c/CLEC4F/CD11c+ cells) in the two NASH models was also increased (all p<0.05, **Figure 5** and **Supplementary Figure 5**). Furthermore, Fmnl1 and Myh9 were mainly expressed in the MMD system. In the livers of NASH mice with fibrosis, the expression levels of Fmnl1 and Myh9 in the MMD system were associated with the distribution of collagen detected by SHG (**Figure 5**). In the human liver, the expression levels of Fmnl1 and Myh9 in the MMD system (CCR2/CD68/CD11c+ cells in humans) were also increased with collagen deposition, and the expression levels of Fmnl1 and Myh9 increased with aggravation of the liver fibrosis stage (all p<0.05, **Figure 6** and **Supplementary Figure 5**). In order to validate the function of Fmnl1 and Myh9 in MMD system, *in vitro*, Fmnl1 or Myh9 in THP1 cells was knock-down (KD), and palmitic acid (PA) was used to induce lipogenesis of THP1 cells. Then THP1 cells were co-cultured with hepatic stellate cell line (LX2 cells). After 48h co-culture, compared with controls, in the Fmnl1 or Myh9 KD group, the mRNA levels of collagen related markers (α-SMA, Col1a1, Fibronectin) in LX2 cells were downregulated (**Supplementary Figure 7**).

**Figure 5:**
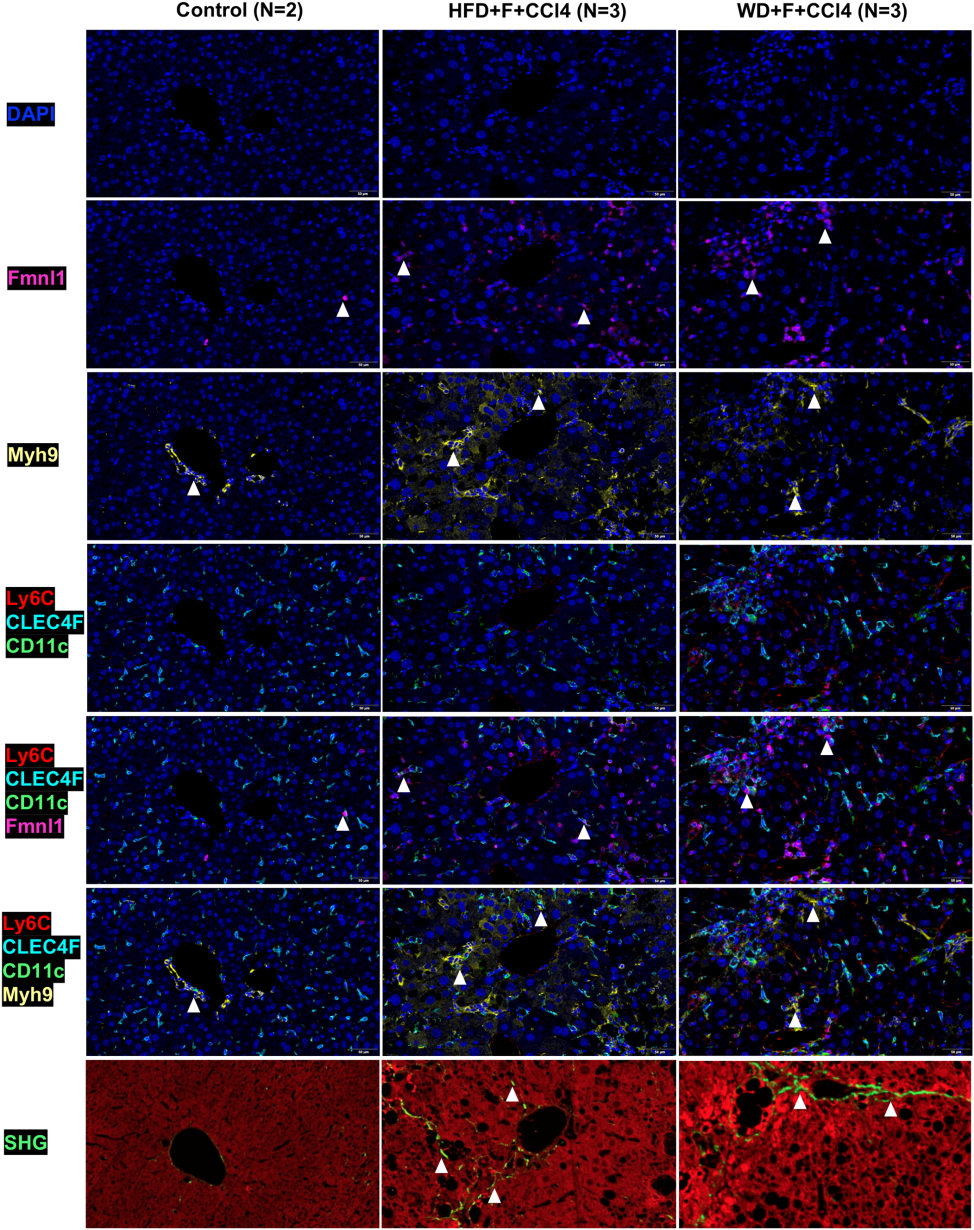
Fmnl1 and Myh9 expression in MMD system cells and collagen deposition in livers from control mice and NASH mice with fibrosis. ps: MMD: monocyte-macrophage-DC (MMD); DAPI: cell nucleus, Fmnl1: Fmnl1+ cells (white arrow), Myh9: Myh9+cells (white arrow); Ly6C/CLEC4F/CD11c/Fmnl1: Fmnl1expression in MMD system cells (white arrow); Ly6C/CLEC4F/CD11c/Myh9: Myh9 expression in MMD system cells (white arrow); SHG, collagen detected by second harmonic generation.

**Figure 6:**
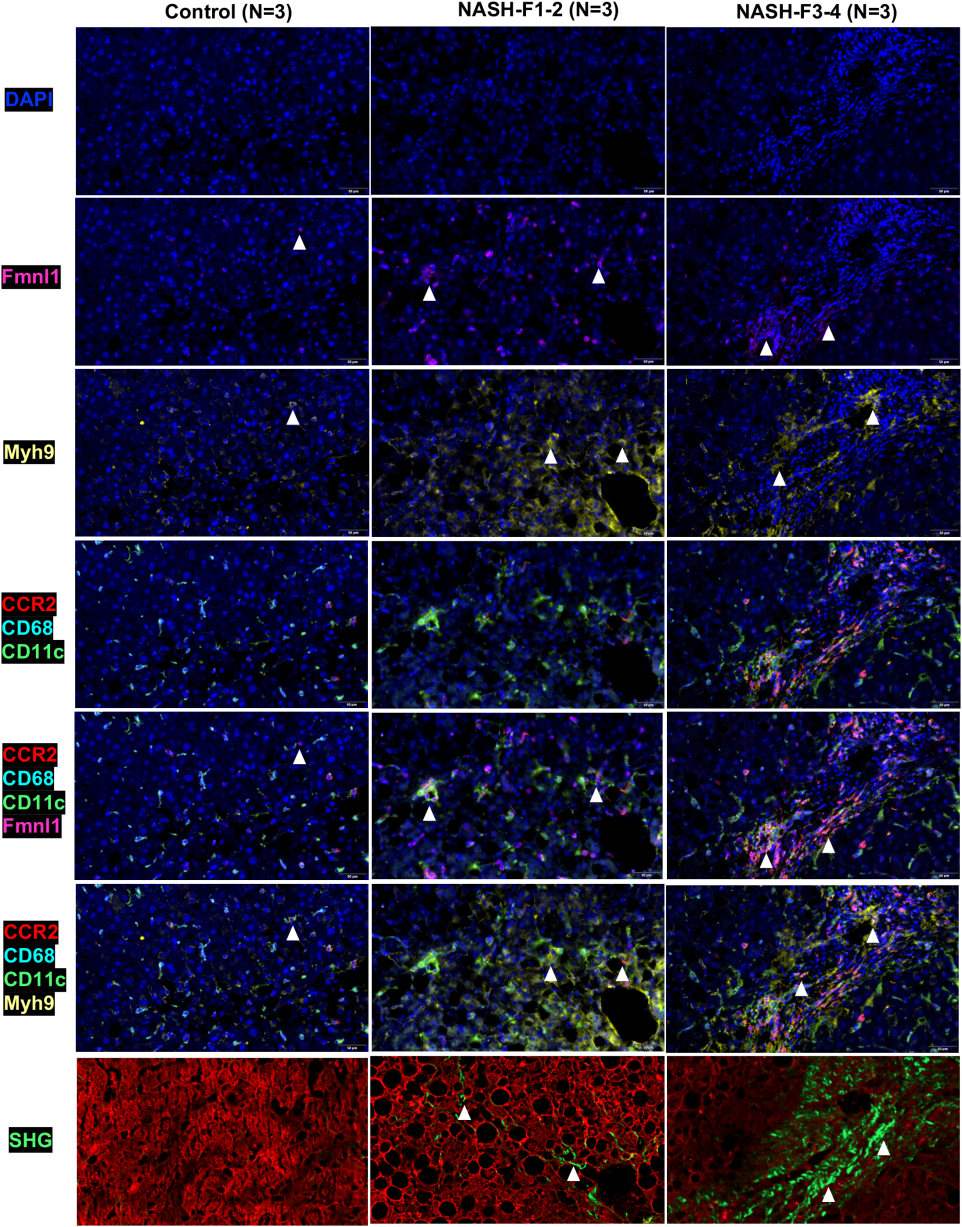
Fmnl1 and Myh9 expression in MMD system cells and collagen deposition in livers from healthy controls and NASH patients with fibrosis. ps: MMD: monocyte-macrophage-DC (MMD); F1-2: Fibrosis stage 1-2, F3-4: Fibrosis stage 3-4. DAPI: cell nucleus, Fmnl1: Fmnl1+ cells (white arrow), Myh9: Myh9+cells (white arrow); CCR2/CD68/CD11c/Fmnl1: Fmnl1 expression in MMD system cells (white arrow); CCR2/CD68/CD11c/Myh9: Myh9 expression in MMD system cells (white arrow); SHG, collagen detected by second harmonic generation.

## 4 Discussion

Monocytes, macrophages and DCs are crucial nonparenchymal cells in the liver, and these three immune cells have the same origin during NASH (17). In our study, they were collectively named the MMD system. During the pathogenesis of NASH, monocytes migrate from peripheral blood and transform into macrophages and/or DCs in the liver, which participate in the progression of liver fibrosis (14, 15, 17, 18). In this study, using scRNA-seq, we found that the number and distribution of monocytes, Kupffer cells and DCs changed significantly during NASH fibrosis. In the process of NASH fibrosis, some types of monocytes in the MMD system transformed into new monocytes, macrophages and DC cells, and Fmnl1 and Myh9 levels in the MMD system were also significantly increased at the end of the trajectory path, which was associated with the deposition of liver collagen in NASH mice and patients with fibrosis.

Compared with control mice, the numbers and types of monocytes, Kupffer cells and DCs in NASH mice with fibrosis were increased, especially monocytes. Similarly, by CITE-seq, researchers found that the NAFLD mouse model showed diverse macrophage subtypes (19). Seidman et al. found that there were five major macrophage subsets in the liver of NASH mice, including normal KCs, NASH KCs, recruited macrophages (RM), Ly6C^hi^-RM and Ly6C^lo^-RM (20). During liver injury, whether acute or chronic injury, a large number of monocytes are recruited to sites of hepatic injury, at this time, monocytes can differentiate into macrophages and become the main macrophage population, which promotes the activation of hepatic stellate cells (HSCs) to become myofibroblasts and contributes to NASH fibrogenesis (21–24). Furthermore, DCs in the liver also appear to be involved in liver fibrosis in the progression of NAFLD (25). During fibrosis induced by TAA and recombinant leptin, the number of DCs were elevated up to 7-fold, producing redundant IL-6 and TNFα and activating HSCs though TNFα and/or direct cell contact (26). Rahman AH et al. proposed that DCs regulate the number and activity of cells (e.g. natural killer (NK) cells and CD8+ cells) which involved in fibrosis progression and tissue remodeling (27).

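Among genes of fatty acid use, matrix turnover and immune regulation, Adipor1, Tgfb1 and Nr1h3 were higher in MMD-like cells of both NASH models. Adipor1, a receptor of adiponectin (chromosome 1 of GRCm38, 134415378 to 134433351), had 85.5 ± 12.6 CPM (SD, n = 2) in control mice, 194 ± 34.3 (SD, n = 3) in HFD+F+CCl4 and 202.5 ± 28.0 (SD, n = 3) in WD+F+CCl4 mice. Its log2 fold change over control was 1.17 (standard error 0.21, edgeR adjusted p = 0.008) and 1.23 (standard error 0.21, edgeR adjusted p = 0.00508). Tgfb1, the main profibrotic cytokine (chromosome 7, 25687002 to 25705077), had 155 ± 42.9, 385 ± 31.7 and 401 ± 43.4 CPM, with log2 fold changes of 1.30 (standard error 0.21, edgeR adjusted p = 0.00531) and 1.36 (standard error 0.21, edgeR adjusted p = 0.00345). Nr1h3 (chromosome 2, 91184061 to 91202834) rose from 11.0 ± 1.88 to 178.5 ± 24.7 and 155 ± 33.4 CPM, by 4.08 (standard error 0.27, edgeR adjusted p = 0.000249) and 3.88 (standard error 0.27, edgeR adjusted p = 0.000315). Within classes, Tgfb1 was higher by 0.89 in classical monocyte-, 1.25 in conventional dendritic- and 0.97 in plasmacytoid dendritic-like cells (edgeR adjusted p = 0.015, 0.00595 and 0.003), with a different mix of clusters in classical monocyte- and conventional dendritic-like cells of control and NASH mice, and Nr1h3 by 3.12, 4.01 and 3.30 (edgeR adjusted p = 0.000345, 0.00333 and 0.000316). T-like cells of the same libraries held 206 CPM of Tgfb1 in NASH and 83.6 in control mice, and 38.7 and 6.42 CPM of Nr1h3. Of 31 fatty acid degradation genes, 5 were higher and 1 lower in HFD+F+CCl4 mice (7 and 1 adjusted over the list alone; adjusted p = 0.879 with an estimated correlation), and of 47 PPAR genes 12 were higher and 6 lower (14 and 10; 0.903). With monocyte- and macrophage-like cells alone, Adipor1 was at 0.51 and 0.56 (edgeR adjusted p = 0.226 and 0.175) and Tgfb1 at 0.80 and 0.82 (edgeR adjusted p = 0.0669 and 0.0531). Without C02, Adipor1 lost its call in HFD+F+CCl4 mice (1.06, edgeR adjusted p = 0.0599), as did Tgfb1 in classical monocyte-like (0.69, edgeR adjusted p = 0.0738) and plasmacytoid dendritic-like cells (0.80, edgeR adjusted p = 0.0586), and without C01 Nr1h3 lost it in conventional dendritic-like (4.16, edgeR adjusted p = 0.127) and plasmacytoid dendritic-like cells (2.91, edgeR adjusted p = 0.0644), in the latter also with doublets left out (2.36, edgeR adjusted p = 0.21).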

We found that NASH-induced genes in cells from the MMD system were highly enriched for the pathways responsible for fatty acid catabolism (adipor1), extracellular matrix (ECM) remodeling (Rac1, TGFβ1) and immunoregulation (Jun, Socs3, SPP1). By IHC, the expression levels of SPP1, Jun, Socs3 and Rac1 in NASH mice with fibrosis were increased significantly compared with those in control mice. Previous studies have shown that the expression of SPP1 was positively correlated with liver steatosis, inflammation, fibrosis and insulin resistance in obese individuals or mice (28, 29). Multiple signaling pathways, such as the extrinsic apoptosis and fibroblast proliferation, which medicated by SPP1 could regulate the progression of NASH (30). As we all known, c-Jun is an immediate early gene that is regulated by the N-terminal kinase of c-Jun (JNK) (31). It was reported that the expression level of c-Jun elevated with the progression from liver steatosis to NASH (32). In human adipocytes, JNK2 was proven to be involved in fatty acid synthesis through regulating SREBP-1c (33). Rac1, the small GTP-binding protein, is required for saturated fatty acids (SFA)-stimulated MLK3-dependent JNK activation in hepatocytes (34). SOCS3, as a suppressor of cytokine signaling, is considered to promote insulin resistance by inhibiting insulin and leptin signaling during the inflammatory response (35). However, the relationship between the expression of these genes and NASH fibrosis was not clear. In this study, we proposed for the first time that they are related to fibrosis in NASH (**Supplementary Figure 8**).

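Fmnl1, a formin that builds actin filaments in leukocytes (chromosome 11 of GRCm38, 103171107 to 103198901), was highest in nonclassical monocyte-like cells. In NASH mice its level was 456 ± 40.9 CPM there (SD, n = 6), 257 ± 29.4 in classical monocyte-like, 312 in neutrophil-like, 89.5 ± 10.5 in macrophage-like and 31.5 ± 13.5 (SD, n = 5) in Kupffer-like cells. Along the 6 parts of pseudotime it stayed between 128 and 135 CPM up to part 4 and then reached 237 ± 98.6 in part 5 and 378 ± 96.8 in part 6, a log2 difference of 1.05 between the late and the early part (standard error 0.14, edgeR adjusted p = 0.000177). Between NASH and control mice no difference passed in MMD-like cells as a whole, with 197 ± 19.2 CPM (SD, n = 2) in control, 183 ± 60.4 (SD, n = 3) in HFD+F+CCl4 and 188 ± 29.9 (SD, n = 3) in WD+F+CCl4 mice and log2 fold changes of -0.10 (standard error 0.26, edgeR adjusted p = 0.842) and -0.06 (standard error 0.26, edgeR adjusted p = 0.909). In classical monocyte-like cells the fold change was -0.09 (standard error 0.17, edgeR adjusted p = 0.798). Macrophage-like cells had less Fmnl1 than the other MMD-like cells of the same mouse, by -1.24 (standard error 0.07, edgeR adjusted p = 8.18e-07). With the order started in classical monocyte-like cells and plasmacytoid dendritic-like cells left out, the late minus early difference was -0.03 (edgeR adjusted p = 0.85).

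**Figure D6:**
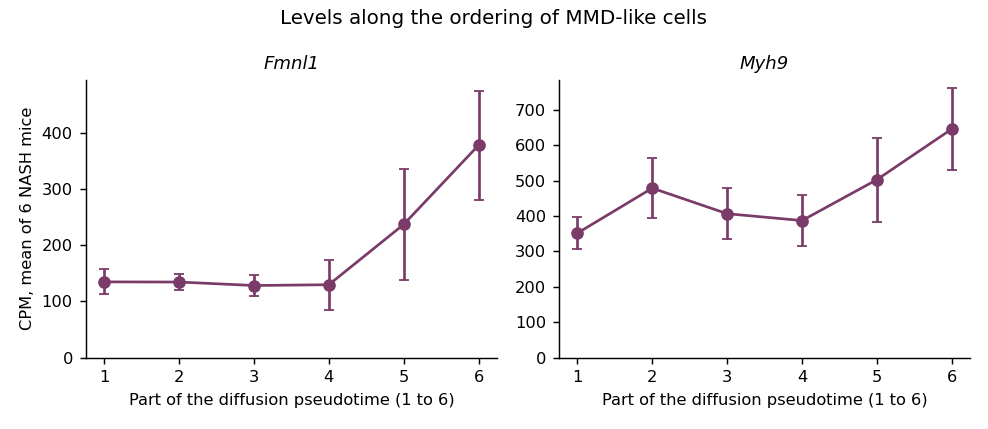
CPM of Fmnl1 and Myh9 along 6 parts of pseudotime, as the mean of 6 NASH mice with bars of 1 SD. Both are highest in part 6, at 378 and 646 CPM.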

During our research, Fmnl1 was upregulated in the terminal path of the transition trajectory, and its expression was positively associated with collagen deposition. Fmnl1 is an essential component of macrophage podosomes (36). In the liver, moderate to strong staining of Fmnl1 was shown in macrophages, whereas hepatocytes and biliary epithelium remained negative (37, 38). The expression level of Fmnl1 was associated with cell phagocytosis, adhesion and podosome dynamics, migration and survival of macrophages (37, 39–42). Targeted suppression of Fmnl1 resulted in decreases in macrophage adhesion and migration (36, 42). Additionally, the expression of Fmnl1 was specifically upregulated during monocyte differentiation to macrophages (36). Therefore, combined the results of this study, we speculated that the mechanism of Fmnl1 participating in NASH fibrosis might be that the increased expression of Fmnl1 facilitated the differentiation of monocytes to macrophages and the dynamic changes of podosomes, promoted the release of pro-fibrogenic cytokines and activated HSCs, thereby promoted the production of liver collagen in NASH.

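Myh9, the heavy chain of non-muscle myosin IIA (chromosome 15 of GRCm38, 77760587 to 77842175), was high in many cell classes of NASH livers. It had 721 ± 70.5 CPM in nonclassical monocyte-like cells (SD, n = 6), 485 ± 79.2 in conventional dendritic-like, 452 ± 47.0 in classical monocyte-like, 357 ± 53.6 in macrophage-like and 572 ± 60.2 in T-like cells. Along pseudotime it went from 352 ± 44.7 CPM in part 1 and 387 in part 4 to 646 ± 116 in part 6 (SD, n = 6), a log2 difference of 0.28 between the late and the early part (standard error 0.10, edgeR adjusted p = 0.0383). This call ended without H02 (edgeR adjusted p = 0.0728), H03 (0.106), W01 (0.0999), W02 (0.0954) or W03 (0.0726). In MMD-like cells it had 377 ± 35.1 CPM (SD, n = 2) in control, 464 ± 79.6 (SD, n = 3) in HFD+F+CCl4 and 467 ± 95.4 (SD, n = 3) in WD+F+CCl4 mice, with log2 fold changes of 0.30 (standard error 0.22, edgeR adjusted p = 0.393) and 0.31 (standard error 0.22, edgeR adjusted p = 0.353), within the spread between mice. Macrophage-like cells had less than the other MMD-like cells of the same mouse (-0.38, standard error 0.07, edgeR adjusted p = 0.000959).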

Myh9 was also upregulated in the terminal path of the transition trajectory, and its expression was positively associated with NASH fibrosis. Myh9, the gene which encodes the heavy chain (MHCII) of non-muscle myosin II A (NMII-A), is involved in cell migration, adhesion, division, polarity and morphogenesis and signal transduction (43, 44). Previous studies have suggested that Myh9 was highly upregulated in the process of neutrophil differentiation and played a necessary and fundamental role in neutrophil trafficking (45–47). Furthermore, in hepatocellular carcinoma (HCC), targeting Myh9 improved the survival of HCC-bearing mice markedly and promoted sorafenib sensitivity of HCC cells (48). In our study, we proposed for the first time that Myh9 was associated with liver fibrosis in NASH; however, the mechanism was unclear. It is possible that Myh9 participates in the differentiation and migration of monocytes and then communicates with HSCs to promote collagen formation.

Although our study used scRNA-seq data and our own samples to verify the correlation between characteristic genes in MMD system and the progression of NASH fibrosis, there were some limitations to be considered. First, the mechanism of Fmnl1 and Myh9 genes which involved in NASH fibrosis was still unclear. In the future, we will try our best to explore the signaling pathway of these two genes in collagen production. Second, due to the limitation of our own liver samples, the mechanism of the interaction between Fmnl1 and Myh9 in the NASH progression has not been fully clarified. Third, in this research, only cross-sectional samples were used for the validation of Fmnl1 and Myh9 expression. It was necessary for us to include cohort samples of NASH fibrosis to deeply analyze the clinical value of the characteristic genes in MMD systems.

## 5 Conclusions

During NASH, monocytes, macrophages and DCs in the MMD system are diverse and involved in fibrogenesis. The expression of Fmnl1 and Myh9 in the transition trajectory of the MMD system was related to liver collagen deposition and fibrosis progression in NASH.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

This study was approved by the Ethics Committee of Peking University People’s Hospital (2022PHB088-001). The patients/participants provided their written informed consent to participate in this study. This study was approved by the Ethics Committee of Peking University People’s Hospital (2021PHE111).

## Author contributions

XW, HR, and FL contributed to conception and design of the study. ZW, BL, RJ, and YS constructed mouses models. RF, XC, RH, XL, and JY performed the experiments. XW, LW, HR, and FL analyzed and interpreted of data. XW and FL wrote the first draft of the manuscript. FL and HR made critical revision of the manuscript for important intellectual content. All authors contributed to manuscript revision, read, and approved the submitted version.

# Supplementary material for: Characteristic gene expression in the liver monocyte-macrophage-DC system is associated with the progression of fibrosis in NASH
**Source:** Front Immunol. 2023 Feb 24;14:1098056. doi: 10.3389/fimmu.2023.1098056
**Supplement:** Supplementary file 1

## Supplementary Material

### 1 Supplementary Data

The datasets in this study can be found in online repositories. The name of the repository is GEO database. This data can be found here:

[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216836>], accession number: GSE216836.

### 2 Supplementary Figures

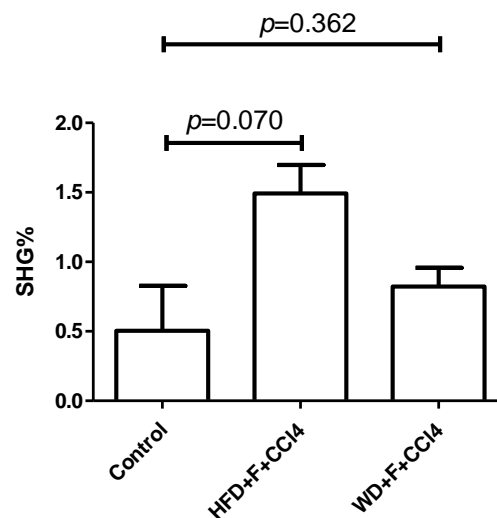

**Supplementary Figure 1.** The collagen deposition level in control and NASH mice.

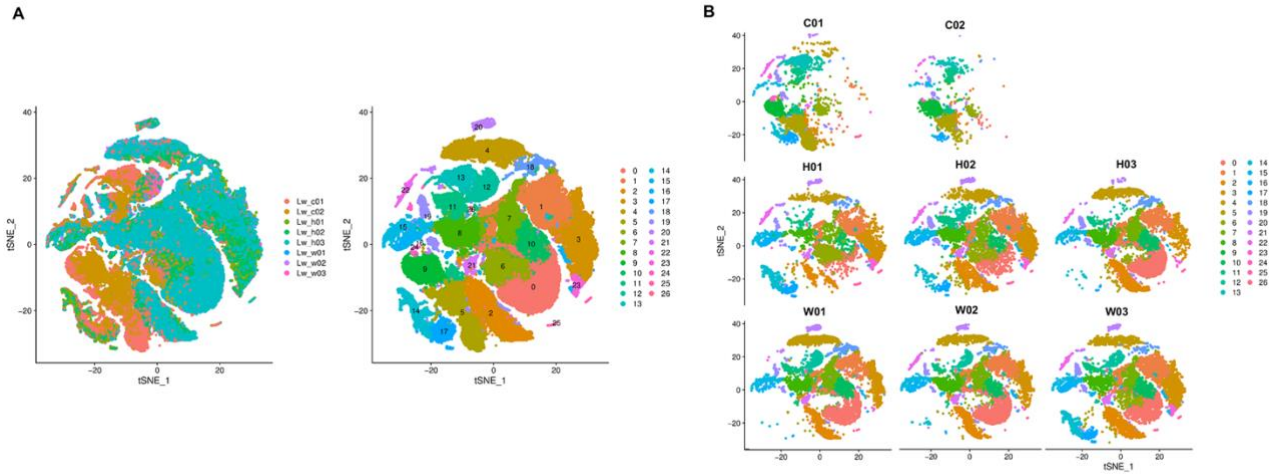

**Supplementary Figure 2.** ScRNA-seq profiling of liver cells from normal and NASH mice with fibrosis, related to Figure 1. (A-B) T-distributed stochastic neighbor embedding (t-SNE) plot of 27 cell clusters from 2 control mice and 8 NASH mice with fibrosis. ps: C01-02: control mice 01-02; H01-03: HFD+F+CCl4 mice 01-03; W01-03: WFD+F+CCl4 mice 01-03.

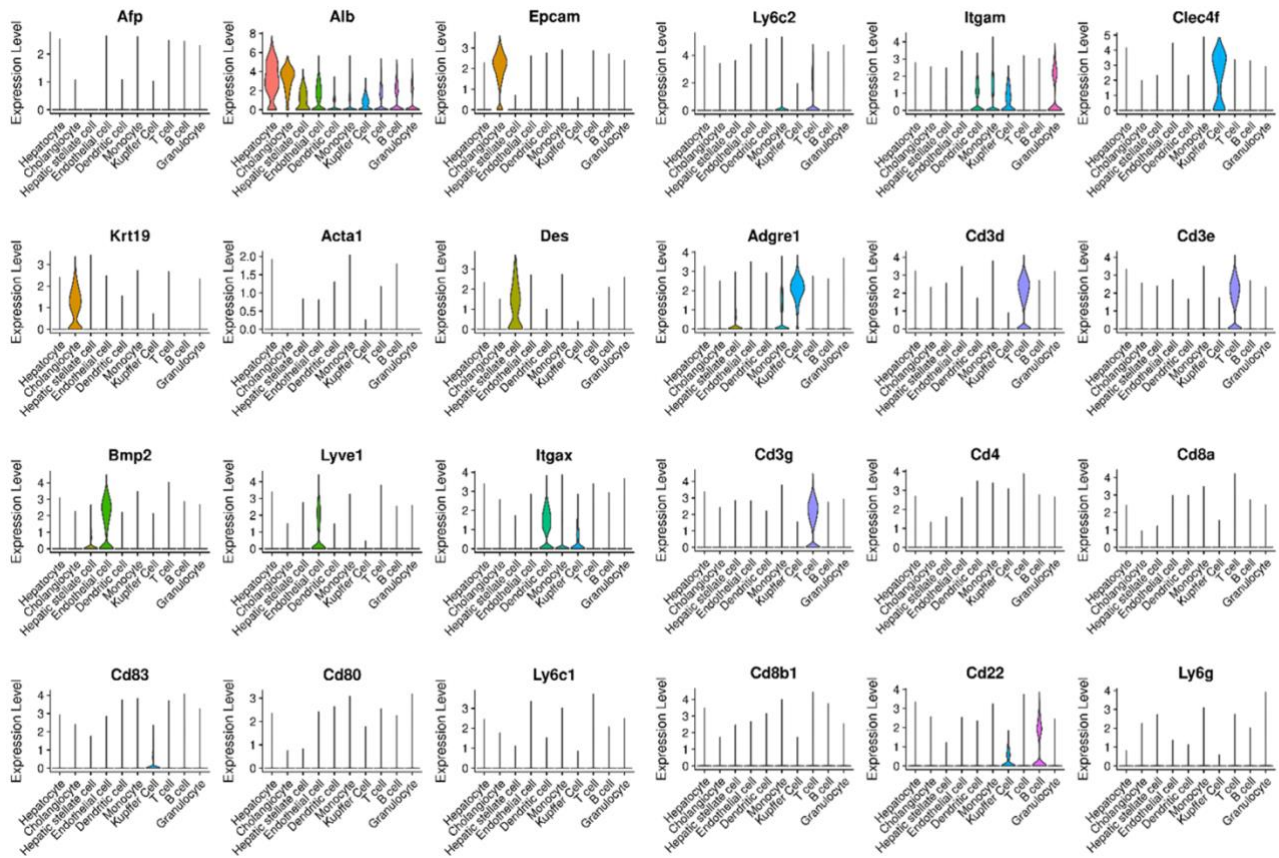

**Supplementary Figure 3.** Violin plot showing the expression levels of marker genes defined for all cell types.

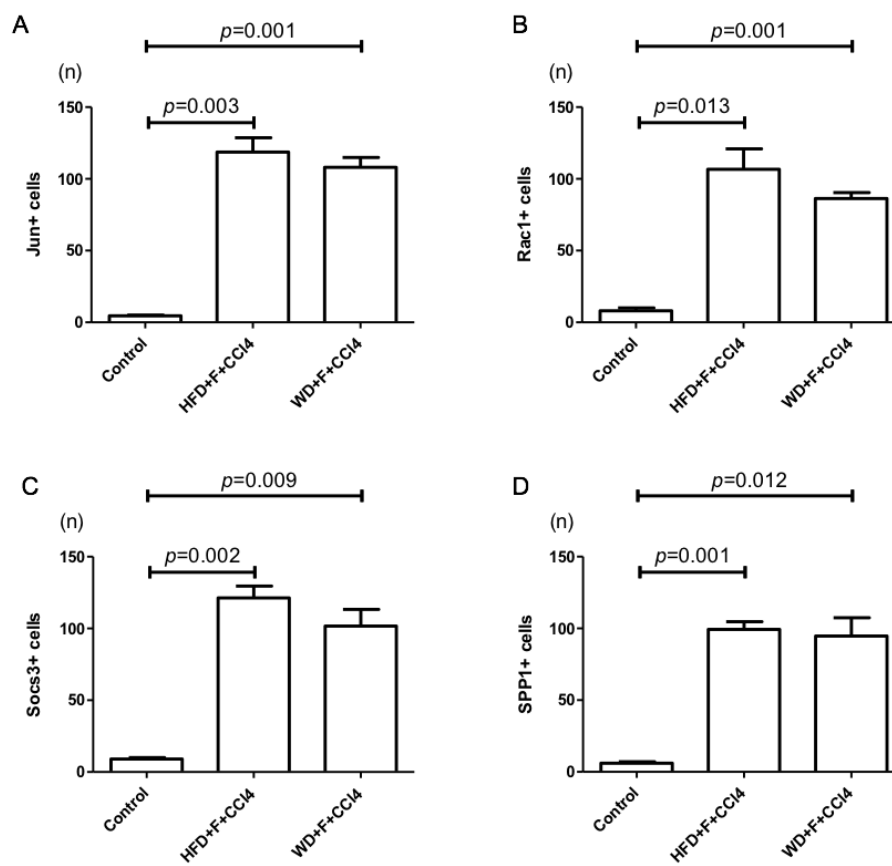

**Supplementary Figure 4.** The numbers of (A) Jun<sup>+</sup> cells, (B) Rac1<sup>+</sup> cells, (C) Socs3<sup>+</sup> cells and (D) SPP1<sup>+</sup> cells in control and NASH mice.

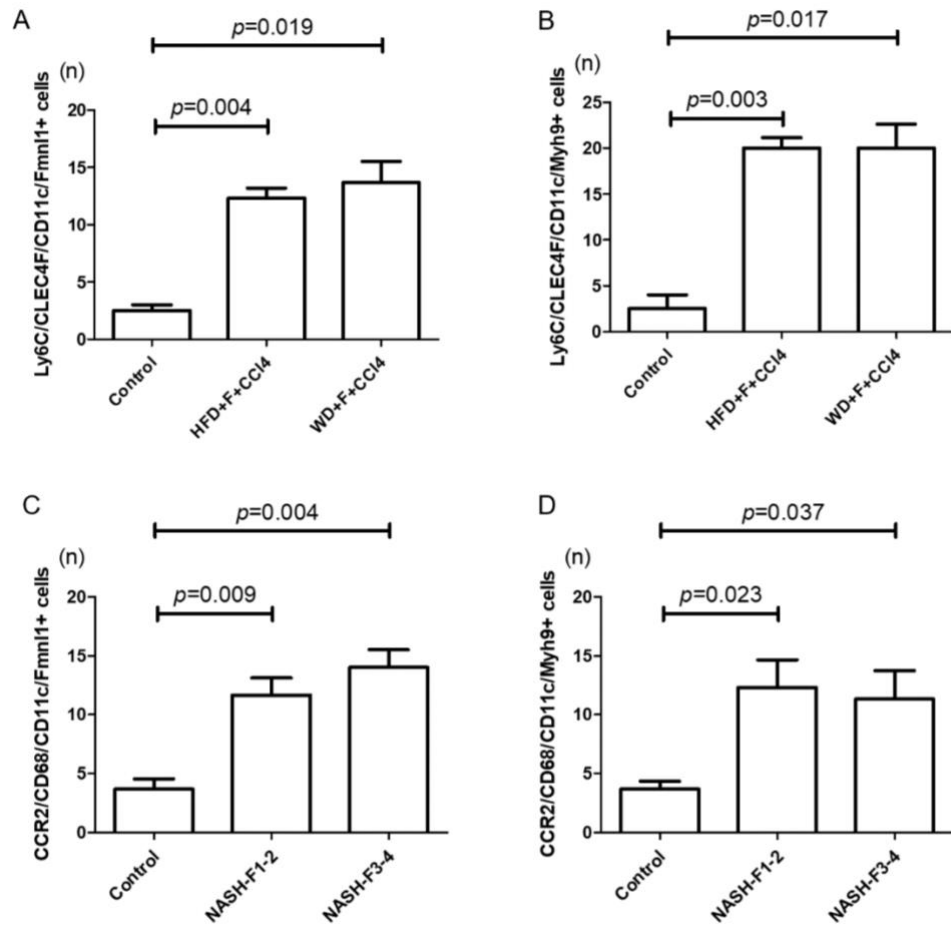

**Supplementary figure 5.** The expression level of Fmn11 and Myh9 in cells of MMD system form NASH mice and NASH patients. ps: F1-2: Fibrosis stage 1-2, F3-4: Fibrosis stage 3-4.

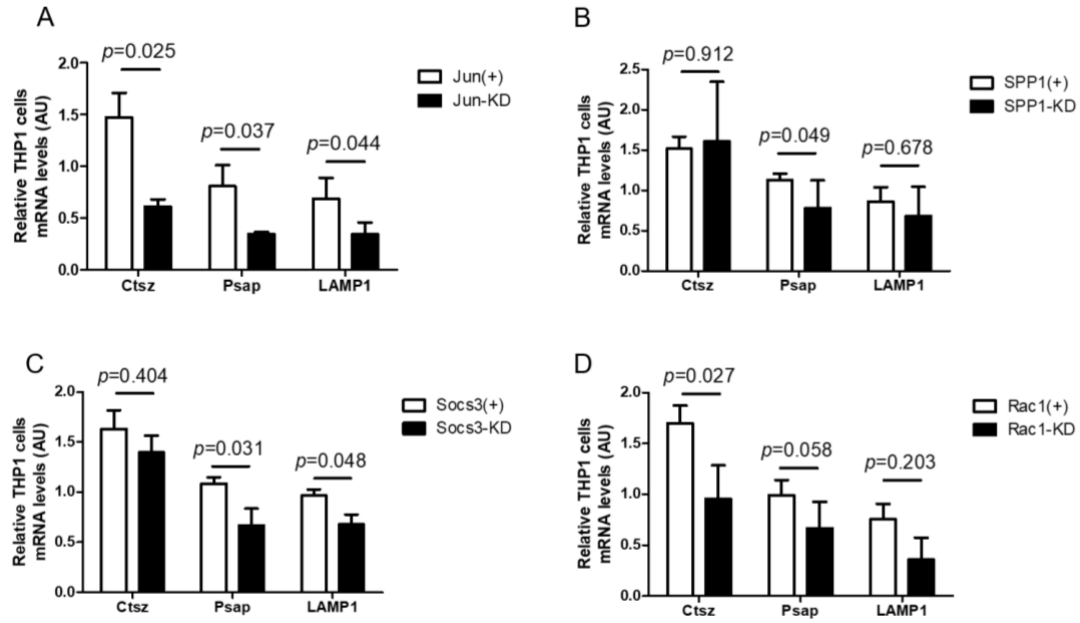

**Supplementary figure 6.** The relative mRNA levels of Ctsz, Psap and LAMP1 in PA treated THP1 cells after (A) Jun, (B) SPP1, (C) Socs3 or (D) Rac1 was knock-down. Ps: PA, palmitic acid.

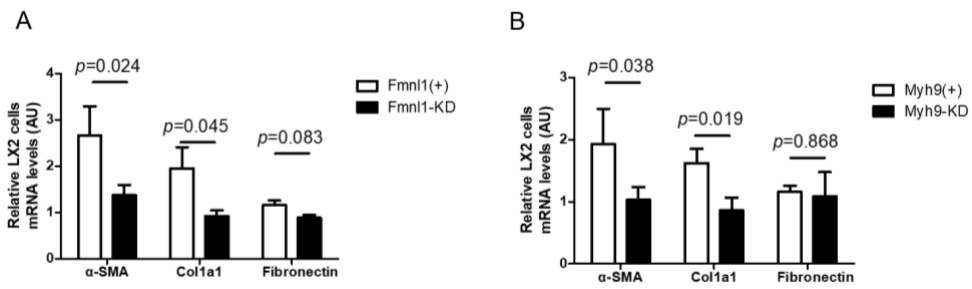

**Supplementary figure 7** After (A) Fmn11 or (B) Myh9 was knock-down (KD) in THP1 cells, the relative mRNA levels of  $\alpha$ -SMA, Col1a1 and Fibronectin in LX2 cells from PA treated THP1 and LX2 cocultures.

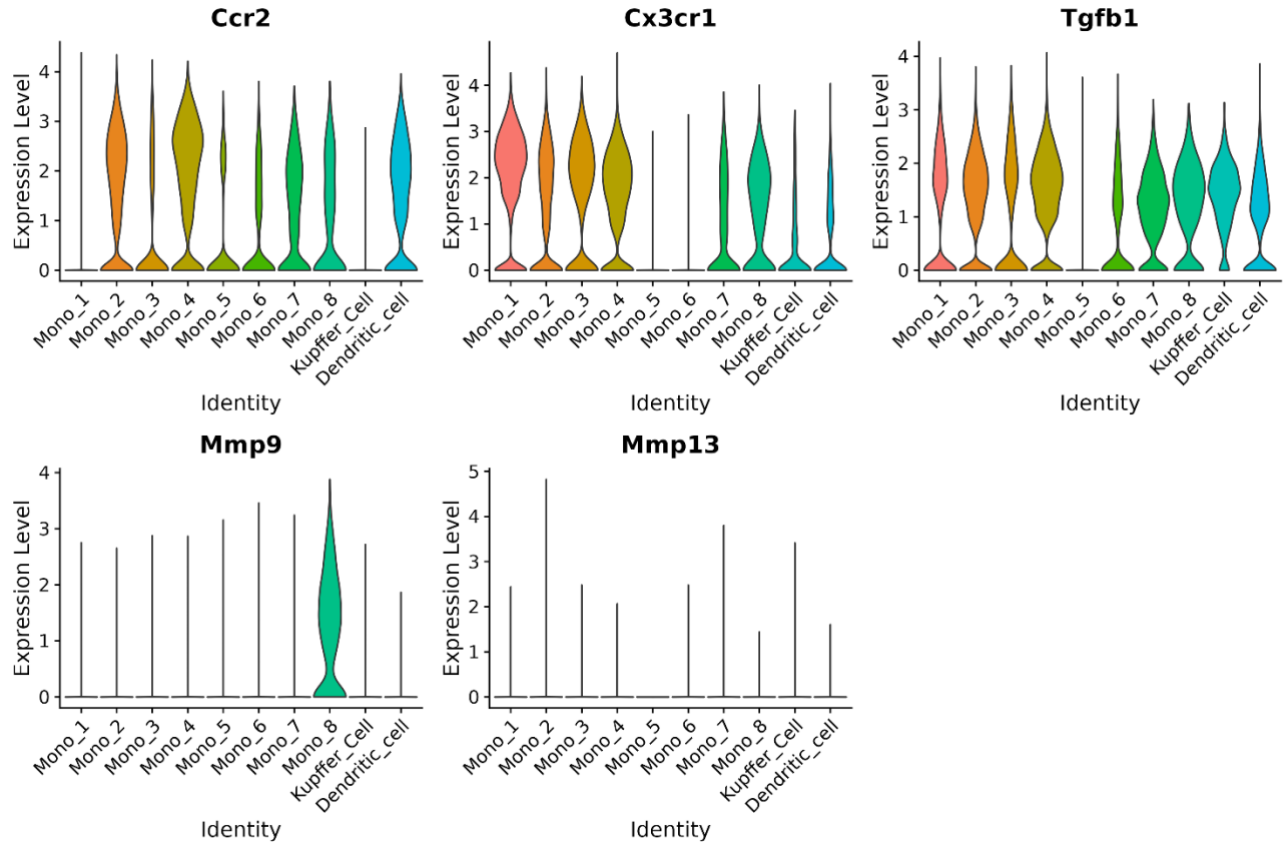

**Supplementary Figure 8.** The expression level of CCR2, CX3CR1, TGF $\beta$ 1, MMP9 and MMP13 in different cells of monocyte-Kupffer cell-DC (MMD) system.

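The chemokine receptors Ccr2 and Cx3cr1 marked different MMD-like classes, and the metalloproteinases Mmp9 and Mmp13 were scarce in all but a few. In NASH mice Ccr2, the receptor for Ccl2 (chromosome 9 of GRCm38, 124101950 to 124113557), had 1012 ± 127 CPM in classical monocyte-like (SD, n = 6), 811 ± 192 in macrophage-like, 614 ± 165 in conventional dendritic-like, 163 ± 65.8 in nonclassical monocyte-like and 77.5 ± 22.6 (SD, n = 5) in Kupffer-like cells. Cx3cr1, the fractalkine receptor (chromosome 9, 119901616 to 120069879), had 1019 ± 196 CPM in nonclassical monocyte-like, 633 ± 174 in classical monocyte-like, 631 ± 217 in macrophage-like and 363 ± 134 (SD, n = 5) in Kupffer-like cells. Tgfb1 had 457 ± 63.6 CPM in classical monocyte-like, 415 ± 44.8 in nonclassical monocyte-like, 411 ± 43.7 in macrophage-like and 242 ± 14.2 in conventional dendritic-like cells. Mmp9 (chromosome 2, 164940780 to 164955850) had 874 ± 172 CPM in neutrophil-like cells, 41.5 ± 20.2 in T-like, 2.91 ± 1.41 in macrophage-like and 10.1 ± 4.97 (SD, n = 5) in Kupffer-like cells, so that its level in MMD-like classes was under that of T-like cells. Mmp13 (chromosome 9, 7272514 to 7283331) had 119 ± 184 CPM in Kupffer-like (SD, n = 5), 8.10 ± 3.25 in macrophage-like and 1.30 ± 0.604 in T-like cells. In MMD-like cells as a whole, Cx3cr1 rose over control by 1.56 (standard error 0.36, edgeR adjusted p = 0.0215) in HFD+F+CCl4 and 1.6 (standard error 0.36, edgeR adjusted p = 0.0154) in WD+F+CCl4 mice, and Mmp13 by 3.72 (standard error 1.00, edgeR adjusted p = 0.0375) and 3.95 (standard error 1.00, edgeR adjusted p = 0.024), from 0.264 to 5.65 and 6.58 CPM. The folds of Mmp13 rest on 0.528 CPM in C01 and 0 in C02 and were fitted at 10.5 and 10.7 without C01, so their size is not known. Ccr2 was at -0.21 (edgeR adjusted p = 0.699) and 0.39 (edgeR adjusted p = 0.426), and Mmp9 at -2.05 (edgeR adjusted p = 0.0685) and -1.62 (edgeR adjusted p = 0.113), called by DESeq2 at adjusted p = 0.00708 and 0.0359, without the low-count filter (0.0115 and 0.0458), with the unnamed cluster of Mono 5 genes (0.0339 and 0.0449) and, chosen after seeing the values, with both clusters (0.00678 and 0.009), and by edgeR without W01 at -2.06 and -2.37 (adjusted p = 0.0368 and 0.032). The call of Mmp9 without the low-count filter is not read as support, since that setting gave Jun in classical monocyte-like cells a p that is not credible. With monocyte- and macrophage-like cells alone the calls of Cx3cr1 (0.23 and 0.18, edgeR adjusted p = 0.771 and 0.813) and Mmp13 (1.83 and 2.50, edgeR adjusted p = 0.225 and 0.0904) ended, and Ccr2 was lower in HFD+F+CCl4 mice (-1.25, edgeR adjusted p = 0.0317). Without C02, Cx3cr1 (edgeR adjusted p = 0.14 and 0.106) and Mmp13 (0.13 and 0.0896) lost their calls, as they did in HFD+F+CCl4 mice without C01 (0.059 and 0.211) and without H02 (0.0525 and 0.0697), and Mmp13 without H03 (0.0604), without W02 (0.0507) or in WD+F+CCl4 mice without C01 (0.168). With doublets left out Cx3cr1 (0.0521) and at the stricter cell filter Mmp13 (0.0556) lost the call in HFD+F+CCl4 mice, and with replicate number as a block Cx3cr1 lost it in both models (0.084 and 0.0678) and Mmp13 in HFD+F+CCl4 mice (0.0516).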

### 3 Supplementary Tables

**Supplementary Table 1 The siRNA sequences of representative molecules**

| <b>Gene name</b> | <b>siRNA sense (5'-3')</b> | <b>siRNA antisense (5'-3')</b> |
|------------------|----------------------------|--------------------------------|
| Human-Jun        | ACGCAAACCUCAGCAACUUTT      | AAGUUGCUGAGGUUUGCGUTT          |
| Human-Spp1       | CGACUCUGAUGAUGUAGAUTT      | AUCUACAUCAUCAGAGUCGTT          |
| Human-Socs3      | UCAAGCUGGUGCACCACUATT      | UAGUGGUGCACCAGCUUGATT          |
| Human-Rac1       | CUGGACAAGAAGAUUAUGATT      | UCAUAAUCUUCUUGUCCAGTT          |
| Human-Fmn11      | CGUGCGUGCUCAUGAUAAATT      | AAUGUGGUUGGUCCUCAGGTT          |
| Human-Myh9       | CCUGAGGACCAACCACAUUTT      | UUUAUCAUGAGCACGCACGTT          |

How the deposited data were processed for this re-analysis (not part of the article)

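Single-cell RNA sequencing libraries of 8 mouse livers were analysed: control replicates C01 and C02, HFD+F+CCl4 replicates H01 to H03 and WD+F+CCl4 replicates W01 to W03, each of 1 mouse after 16 weeks. The other experiments of the paper (histology, staining, patient samples and cell culture) were not analysed here. The authors demultiplexed with bcl2fastq 2.20 and counted with Cell Ranger against the mouse genome GRCm38. The methods name release 5.0.1 and the header of the matrices names 4.0.0. The matrices hold UMI counts as whole numbers, for 55450 genes and 88581 barcodes, and were tested to be free of normalization and of the paper's cell filter. The annotation release behind the counts is not named in the paper's text. Gene positions were taken from a GRCm38 annotation matched by gene identifier.

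Cells with more than 500 genes and under 25% mitochondrial counts were kept, as the paper states, which left 80474 cells. The median depth per cell ranged from 992.5 UMIs in C02 and 2397 in C01 to 3159 to 4278 in the NASH mice, so shares and levels in C02 rest on the thinnest data. For a class with no cell in a mouse, the upper limit was taken as 3 cells of the total, which covers counting error only. Counts were scaled to 10000 per cell, logged and clipped at 10 standard deviations after scaling. The 2000 most variable genes, 30 principal components and 20 neighbours led to Leiden clusters at resolution 1, with resolutions 0.5 and 2 as alternatives and a seed of 1. No integration across mice was applied, since the paper's text names none. Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

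Marker genes per cell class and 23 gene lists were fixed before the data were examined, as were the tests and most alternatives. A cluster was named after the class with the highest median log2 ratio of markers, each mouse compared with its own other cells after adding 10 CPM, if at least 3 markers were higher by over 1 log2 unit and detected in over 0.1 of its cells, the median reached 0.5 and no other class had more markers among its 10 leading genes. These thresholds, and the comparison within each mouse, were chosen after seeing the clusters. A class was called "-like" because no protein was measured. MMD-like cells were the monocyte-, macrophage-, Kupffer-, conventional dendritic-, plasmacytoid dendritic-like and proliferating clusters with markers of these classes. Unnamed clusters were left out. Doublets were scored by a re-implementation of the Scrublet method with exact neighbours, and the highest scores were marked up to the rate expected for the number of cells (8.63% of the cells in C01 and 3.33% in C02). They were kept, and left out as an alternative.

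Shares of cells were compared between 6 NASH and 2 control mice by two-sided exact permutation tests over 28 splits, whose smallest p is 0.0357. Within a model, 3 mice against 2 give a smallest p of 0.1. Expression was tested on UMI counts summed per mouse with edgeR 4.0.16 (R 4.3.3): genes kept by its filter, TMM normalization, a quasi-likelihood fit over all 8 mice with group as the only term, and Benjamini-Hochberg adjustment at 0.05. The 3 groups share an estimate of the spread, since 2 control mice give little of their own. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Classes were compared between NASH and control mice where every mouse had at least 20 cells. Macrophage-like cells were compared with the other MMD-like cells of the same mouse, with mouse as a block, in the 7 mice with at least 20 cells in both. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, with an estimated correlation, and with fry, and genes that name the clusters compared were left out of the lists. At a correlation of 0.01, 11 lists passed in HFD+F+CCl4 and 13 in WD+F+CCl4 mice against control.

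Monocle2 was not available. MMD-like cells were ordered by diffusion pseudotime in scanpy with 30 neighbours and 10 diffusion components, from a plasmacytoid dendritic-like cell. Cells were split into 3 parts with each mouse weighted equally, and the late part was compared with the early part in the 6 NASH mice with mouse as a block. Values along the path are given for 6 parts. Alternatives were DESeq2 1.42.0, RLE size factors, no low-count filter, doublets left out, cells with at least 1000 genes and under 10% mitochondrial counts, other sets of MMD-like cells, classes weighted equally, a replicate block, a minimum of 50 cells, other starting cells (in classical monocyte-like cells with plasmacytoid dendritic-like cells left out), 4 parts in place of 3, and each mouse left out in turn. For classes weighted equally, limma was run on the mean log2 CPM over classes with at least 20 cells in every mouse. Macrophage-, nonclassical monocyte- and Kupffer-like cells were thus not part of it. Alternatives that add the hepatocyte-like cluster with Mono 5 genes or the Cxcl9 cluster, or that leave out the clusters led by immediate early genes or the libraries H01 and W03, were chosen after seeing the data. The comparisons were tested on simulated data made from the same libraries, with 200 genes changed by 1 or 2 log2 units. In the comparisons of MMD-like cells with control, 49% of changes of 2 units were recovered for HFD+F+CCl4 mice, with 0 false calls, and 53% for WD+F+CCl4 mice, with 4. At 1 unit 3% and 6% were recovered. Many more genes than 200 were called in these comparisons of the real data, where the adjusted threshold is looser, so the shares need not hold there.

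The genes named are those the paper names in its text or in the legible labels of its figures, then per comparison the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold, with a mean of at least 20 CPM and no overlap between the groups' mice, and up to 4 members of each list with the largest change. Values in the paper's figures had been seen when this rule was set. 1 of the genes that the rule takes is not reported here. Nonclassical monocyte-, macrophage- and Kupffer-like cells could not be compared with control within the class, because C02 had under 20 of each. Saa3, Mmp12, Ms4a7, Pparg, mt-Nd3 and Mmp13 had at most 4.92 CPM in MMD-like cells of either control mouse, so the size of their fold changes rests on few counts.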

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

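The tests of monocyte markers in 2 control clusters and of the level of Gm28438 were chosen only after the result was seen, while the tests of free RNA, handling and a mitochondrial variant were set down beforehand.

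Among the 6 NASH mice, 31 measures were each tested for a highest or lowest mouse whose gap to the next takes up more of the whole range than Dixon's critical value allows. Of 62 such tests 8 passed, and chance passes about 1 in 20 measures, with both ends counted. Some passes are not separate: measures of neutrophils in W01, of the Cxcl9 cluster in H03 and of immediate early genes in H01 overlap. Stellate or fibroblast-like cells made up 1.43% of cells in H01, against 0.0250% to 0.385% in the other NASH mice. Neutrophil-like cells made up 19.1% in W01, against 4.70% to 9.04%, and neutrophil transcripts took 0.166% of UMIs in MMD-like cells of W01, against 0.0221% to 0.0400%. Unnamed cells made up 9.40% of H03, against 0.458% to 1.74%, almost wholly through the cluster led by Cxcl9 with 9.35%, against 0.442% to 1.66%. The library of W03 had 198 CPM of the Kupffer cell gene Clec4f, against 0.718 to 72.0 in the other NASH mice. Clusters led by immediate early genes held 69.3% of MMD-like cells of H01, against 0.503% to 17.5%, and the immediate early list took 0.968% of UMIs in these cells, against 0.274% to 0.445%. A cluster led by Elane, Prtn3, Mpo, Ctsg and Mcpt8, which the paper does not report, made up a mean of 0.595% in NASH mice, more than in control mice. The marker rule named it basophil- or mast-like, with 2 of that class's markers among its 10 leading genes. mt-Nd3, a gene the paper does not discuss, had at least 513 CPM in MMD-like cells of each NASH mouse, above control mice.

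The exchange between mt-Nd3 and its nuclear copy Gm28438 parts control from NASH mice. If expression in MMD-like cells were the whole of it, T-like cells would not share it, but in T-like cells the log2 ratio of the pair was higher in the lowest NASH mouse than in the highest control mouse by 14.4. A candidate explanation is a variant of the mitochondrial genome between the control and NASH mice that moves reads from one gene to the other, since the transcripts differ at 1 base of 345. Higher expression of mt-Nd3 is argued against for the fall of Gm28438, which was lower in the highest NASH mouse than in the lowest control mouse by -6.22 on the log2 scale. For the rise of mt-Nd3 alone, higher expression cannot be told apart from the variant, because the summed level of both genes was also higher in NASH mice by 1.66 on the log2 scale and the design gives each group its own mice. Diet and CCl4 were not separated from the origin of the mice. The paper states that mice were randomized to the groups before the models were made.

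The Mono 5 genes of the paper lay in 2 control clusters. The haemoglobin-rich cluster of C02 was closest to barcodes at or under the gene minimum: across genes its r with them was 0.961, higher by 0.0590 than with the nearest class, T-like cells. Droplets with little RNA of their own would give this. Shallower cells of the same kind among those barcodes would give it too, so the test cannot tell these apart. The cluster of C01 was closer to hepatocyte-like cells, with r with such barcodes lower by -0.0905, and it was named hepatocyte-like. Monocytes are argued against for both, since the median log2 ratio of 12 classical monocyte markers to T-like cells was 0.410 in the cluster of C02 and 0.433 in that of C01, against 2.79 and 2.88 in the classical monocyte-like cells of the same mice. Why these clusters were found in control mice was not tested, because each lies almost wholly in 1 control mouse.

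Jun and Spp1 were also higher in T-like cells of NASH than of control livers. Handling of the tissue may explain part of it: in T-like cells the immediate early list was higher by a median log2 ratio of 1.43 in H01 and 0.686 in W03 than in the other mice of the same diet. Over the classes compared, the ratio ran from 0.995 to 1.77 in H01. In W03 it was uneven, from 0.0445 in hepatocyte-like to 0.978 in neutrophil-like cells, with 0.200 in macrophage-like cells. These libraries were not the whole of the difference in Jun, which without them kept 0.607 and 0.879 of its log2 fold change over control. For Spp1 free RNA from other cells is a candidate source, since the median log2 ratio of its level to that of T-like cells in NASH mice was -0.975 in plasmacytoid dendritic-like and -0.386 in classical monocyte-like cells, and for Nr1h3 in plasmacytoid dendritic-like cells it was 0.0632. Nr1h3 in classical monocyte-like cells cannot be told apart from a mixture with free RNA, at 1.55 (0.875 to 1.88), because T-like cells hold it too and the ratio, above 1 in 5 of the 6 mice, was not so in H01. The effect of diet stays open.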

How the results depend on the processing

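The alternatives with both clusters of Mono 5 genes, with the Cxcl9 cluster, without the clusters led by immediate early genes and without H01 and W03 were chosen only after the result was seen. At the level of comparisons 263 values kept their direction and size, 96 moved, 3 lost their call and 1 turned. The 3 were the monocyte- and macrophage-like share without C01, without C02 and with replicate number as a block. Their 7, 7 and 9 splits allow no p under the threshold, so these losses were fixed in advance. The differences stayed at 44.7, 45.4 and 46.5 points. For single genes 1804 values kept direction and side of the threshold, 108 lost their call, 28 gained one and 32 turned. Of 117 gene results 95 were called, and 58 of these never lost their call in an alternative that kept their sign. Results that turned sign were not counted as lost, so fewer than 58 kept their call throughout. Limits lie in the start of the order, the 2 control mice and the mix of classes: along the order 19 gene results turned and 3 lost their call with the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out, 12 turned and 1 lost it with the start in the proliferating cluster, and 20 gene calls were lost without C01, 20 without C02 and 16 with monocyte- and macrophage-like cells alone. Except where fewer samples or genes are the alternative's own construction, the cause was not tested.

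The difference in dendritic-like share turned to -0.326 points at Leiden resolution 0.5, where that class held more cells in C01 and C02. It was 3.96 points at resolution 2. With monocyte- and macrophage-like cells alone, 494 genes were higher and 429 lower in HFD+F+CCl4 and 694 and 592 in WD+F+CCl4 mice. With classes weighted equally, by limma and without macrophage-, nonclassical monocyte- and Kupffer-like cells, 742 and 402, and 1256 and 600, were called. Of the genes called, 64.9% and 67.7% were higher. With both clusters of Mono 5 genes, 2247 were higher and 2403 lower in HFD+F+CCl4 mice and 2902 lower in WD+F+CCl4 mice. DESeq2 called 104 and 28 genes between the models, 188 higher in plasmacytoid dendritic-like cells, and 251 and 260 in proliferating cells. Without the low-count filter, 78 and 27 were called between the models, 1075 and 912 in classical monocyte-like, 782 and 766 in conventional dendritic-like, 449 and 931 in plasmacytoid dendritic-like and 653 and 413 in proliferating cells. Dropping the filter moved the median log2 fold change of all genes over control from 0.09 and 0.07 to 0.35 and 0.26 in the 2 models. With doublets left out, 96 and 185 were called in plasmacytoid dendritic-like and 62 and 55 in proliferating cells. Without H01 and W03, 607 were lower in conventional dendritic-like cells, 436 higher in plasmacytoid dendritic-like and 186 lower in proliferating cells.

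With replicate number as a block, the monocyte- and macrophage-like share differed by 46.5 points (exact permutation p = 0.111, the smallest that 9 splits allow). In that block, 747 and 719 genes were called in HFD+F+CCl4 and 1054 and 986 in WD+F+CCl4 mice, 332 and 289 in classical monocyte-like, 162 and 205 in conventional dendritic-like, 12 and 10 in proliferating and 192 higher in plasmacytoid dendritic-like cells. The numbers do not pair the mice: r between same-numbered libraries, after group means were taken out, ran from -0.517 (H03 and W03) to 0.0645 (C02 and H02).

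With an estimated correlation, 0 lists passed for either model over control, between the models, or in classical monocyte-, conventional dendritic-like, proliferating and macrophage-like cells, 1 passed in plasmacytoid dendritic-like cells and 1 along pseudotime, beside 11, 13, 12, 10, 11, 11, 12, 14 and 15 with the preset correlation. With fry, 0 passed between the models and 8 in plasmacytoid dendritic-like cells. Between the models edgeR called 0 genes, with 1131 at an unadjusted p under 0.05.

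With the order started in classical monocyte-like cells and plasmacytoid dendritic-like cells left out, 2 changes at once, 2337 genes were higher and 1990 lower late. The difference turned to -0.033 for Fmnl1, -0.028 for Actr2, -0.35 for Ssh2, -0.36 for Aldoa, -0.32 for Pkm, -0.84 for Clec4a1, -0.77 for Lrp1, -1.50 for Apoe, -0.31 for Ctsd, -0.67 for Psap, -0.36 for Nr1h3, 1.65 for Cox6a2, 0.11 for Ndufb11, -0.27 for Uqcrc1, -0.38 for Ctsz, -0.73 for Lamp1, -0.36 for Vmp1, -0.15 for Col4a1 and -0.91 for Cx3cr1. Started in the proliferating cluster it turned to -0.033 for Pkm, -0.23 for Lrp1, -2.19 for Apoe, -1.30 for Ctsd, -0.50 for Psap, 4.72 for Cox6a2, -0.28 for Uqcrc1, -0.21 for Ctsz, -0.27 for Lamp1, 0.38 for Pip4k2a, -0.11 for Cx3cr1 and -0.16 for Mmp13. With 4 parts, last against first, Pip4k2a turned to 0.28.

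With each mouse left out in turn, the shares differed by 43.3 to 46.0 points (monocyte- and macrophage-like), 1.80 to 3.03 (Kupffer-like, lowest without W03) and 1.59 to 4.82 (conventional dendritic-like). Genes higher ranged from 488 to 1317 and lower from 593 to 1207 in HFD+F+CCl4 mice, lowest without C01 (488 and 593) and C02 (553 and 710). In WD+F+CCl4 mice they ranged from 802 to 2016 and from 862 to 1888, lowest without C01 (802 and 862) and C02 (955 and 1043). Between the models they were 0 to 2 and 0 to 0. In classical monocyte-like cells they were 109 to 696 and 85 to 626, in conventional dendritic-like cells 45 to 499 and 91 to 507, in plasmacytoid dendritic-like cells 68 to 439 and 267 to 505, and in proliferating cells 0 to 324 and 2 to 176. In macrophage-like cells they were 2421 to 3502 and 2472 to 3288, and along pseudotime 3248 to 3801 and 3050 to 3375. Depth was lowest in C02, with 641 cells at the stricter filter.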

Differences from the paper's values

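The alternatives with both clusters of Mono 5 genes, with other classes counted as monocytes, without the clusters led by immediate early genes and without H01 and W03 were chosen only after the result was seen. The paper's text gives 27 clusters of all cells, and the value here was 41. Of the alternatives set before the data were examined, Leiden resolution 0.5 gave 32, within 1.5 times the paper's value, and resolution 2 gave 60, which was not. The paper clustered the MMD cells on their own into 10 clusters, whereas the 14 MMD-like clusters here come from the clustering of all cells, so these counts are of unlike clusterings.

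Monocytes made up about 27% of cells in C01 and about 67% in C02 in Fig. 2D, read by eye, and monocyte- and macrophage-like cells 3.95% and 4.65% here. The values were 1.31% and 1.49% at Leiden resolution 0.5, 3.93% and 4.58% at resolution 2, 4.20% and 4.82% with doublets left out, 5.85% and 2.18% at the stricter cell filter, and 7.92% and 10.3% of named immune cells, all still apart from the paper's. With the clusters of Mono 5 genes counted as monocytes, an alternative chosen after seeing the values, the shares were 18.1% and 53.5%, and with neutrophil-, plasmacytoid dendritic-like and proliferating cells also counted 24.0% and 61.0%. Dendritic cells made up about 0% of C02 in Fig. 2D, read by eye, and conventional dendritic-like cells 4.92% here, with 8.52%, 4.70%, 5.01%, 4.06% and 10.9% under the same alternatives, none within the paper's value. Kupffer cells made up about 1.6% of H01 and about 2.0% of W03 in Fig. 2D, read by eye, against 6.14% and 6.21% here. H01 had 4.00%, 4.71%, 6.37%, 6.90% and 7.51% and W03 5.72%, 6.20%, 6.06%, 5.77% and 7.47% under the same alternatives, none within the paper's. The classes are named by different marker rules, and the monocyte- and macrophage-like class is wider than monocytes.

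The paper states that Kupffer cells and dendritic cells took a larger share in both models. Here the Kupffer-like share differed by 2.53 points (exact permutation p = 0.143) and the conventional dendritic-like share by 3.21 points (exact permutation p = 0.286), and neither passed under any alternative run. The paper counts Mono 5 among the monocytes. Its genes here lay in a cluster named hepatocyte-like and a cluster left unnamed.

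The paper states that Jun, Spp1, Rac1 and Socs3 were high in both models. Its text does not name the replicates behind its volcano plots, and mice were the replicates here. Jun, Spp1 and Rac1 passed, and Socs3 did not (edgeR adjusted p = 0.0524 and 0.0879). DESeq2 (adjusted p = 0.000661 and 0.00978) and edgeR with no low-count filter (0.00133 and 0.00633) called Socs3 in both models. Without the filter its fold hardly moved (2.65 and 2.14). That setting gave Jun in classical monocyte-like cells a p that is not credible, so its calls are not read as support. Socs3 was also called in both models by limma with classes weighted equally (adjusted p = 0.0311 and 0.0276), which drops Jun and Rac1 in both. Leaving out the clusters led by immediate early genes also called it (edgeR adjusted p = 0.034 and 0.0268). That alternative was chosen after seeing the values and drops none of Jun, Spp1 and Rac1. In HFD+F+CCl4 mice Socs3 was also called with the unnamed cluster of Mono 5 genes (0.0453), which drops Spp1 there (2.75, adjusted p = 0.0803), with both clusters (0.0309), chosen after seeing the values and also dropping Spp1, and without H02 (0.0133), which drops Rac1. In WD+F+CCl4 mice it was called without H01 (0.0205), without H02 (0.0269) and, chosen after seeing the values and dropping none of the other genes in that model, without H01 and W03 (0.0362).

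The paper describes lipid genes as at higher levels at the beginning of its path, then rising, and falling at its end. Here the summed level of lipid-handling genes was lower in the first of 6 parts than in part 4 or part 6. Of the genes in the paper's group, Apoe, Ctsd and Psap peaked in part 4 and were lower in part 6, while Nr1h3 was highest in part 6 (235 CPM against 175 in part 4). The paper describes lysosome, phagosome and autophagy genes as rising slightly. Lysosome genes here peaked in part 4 (37700 CPM) and were lower in part 6 (23554). Pip4k2a had a late minus early log2 difference of -0.18 (edgeR adjusted p = 0.0897), while Lamp1, Vmp1 and Ctsz were higher late. The paper describes oxidative phosphorylation genes as falling. Most did, and Uqcrc1 was at 0.04 (edgeR adjusted p = 0.67). The order is from diffusion pseudotime and not from Monocle2.

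For Fmnl1 and Myh9 the paper states a rise at the end of its path, which the values here share from a plasmacytoid dendritic-like start. Both kept direction and call with the start in the proliferating cluster. With the start in classical monocyte-like cells and plasmacytoid dendritic-like cells left out, Myh9 kept them and Fmnl1 did not (-0.033). The call of Myh9 from the plasmacytoid dendritic-like start ended without H02, H03, W01, W02 or W03. The paper also states higher levels of both genes in NASH than in control livers, by staining. In MMD-like cells no difference in their RNA between NASH and control mice passed, in a test that recovered few simulated changes of 1 log2 unit (3% and 6%), with log2 fold changes of -0.10 and -0.06 for Fmnl1 and 0.30 and 0.31 for Myh9.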

Other observations

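The counts of splits of the samples were chosen only after the result was seen.

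In MMD-like cells, C1qb, a complement chain made by macrophages, was higher by 6.34 on the log2 scale in HFD+F+CCl4 and 6.30 in WD+F+CCl4 mice than in control mice, and the membrane protein Ms4a7 by 5.98 in HFD+F+CCl4 mice (standard error 0.62, edgeR adjusted p = 0.00112). C1qb and Ms4a7 are markers that named macrophage-like cells, which made up 2.44% of MMD-like cells in control and 33.1% in HFD+F+CCl4 mice. The lysosomal protease Lgmn was higher by 3.57, the phosphatase Acp5 by 4.09, the lipid mediator enzyme Pla2g7 by 3.85 and the nuclear receptor Pparg by 4.37. In WD+F+CCl4 mice the acute phase gene Saa3 was higher by 6.95 (standard error 1.33, edgeR adjusted p = 0.008), though without C01 the call ended (5.36, adjusted p = 0.11), and the elastase Mmp12 by 6.12 (standard error 1.78, edgeR adjusted p = 0.0406), a call that ended without C01 (adjusted p = 0.263), C02 (0.154), H01 (0.0574) or H02 (0.0584), with replicate number as a block (4.09, 0.134) and with monocyte- and macrophage-like cells alone (5.17, 0.0901). The dendritic chemokine Ccl22 was lower by -4.86 (standard error 0.80, edgeR adjusted p = 0.00435), but with monocyte- and macrophage-like cells alone it was at -3.01 (adjusted p = 0.302). The lymphocyte genes Il2rb, Thy1 and Cd3d were lower by -5.77, -5.04 and -4.78 in HFD+F+CCl4 mice, with 133, 80.2 and 86.5 CPM in control mice, where the MMD-like cells were mainly dendritic- and classical monocyte-like.

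Single genes of the other lists were called too. In HFD+F+CCl4 and WD+F+CCl4 mice, MHC class II genes were higher in 2 of 12 in each model and lower in 1 in the latter, Kupffer identity genes higher in 3 of 12 in each, interferon-response genes higher in 1 and 4 of 18 and lower in 3 and 0, inflammatory genes higher in 7 and 8 of 18 and lower in 1 in each, and collagen genes higher in 1 of 17 in each. Oxidative phosphorylation genes were higher in 2 and 12 of 73, autophagy genes in 7 and 8 of 25, actin genes in 4 and 8 of 28 and immediate early genes in 5 and 2 of 25. Proliferation, red cell and sex-linked genes gave no call in HFD+F+CCl4 mice. Adjusted over the list alone, 12 and 11 autophagy, 11 and 8 inflammatory, 4 and 9 actin, 7 and 0 immediate early and 1 and 5 oxidative phosphorylation genes were higher. For each of these lists the adjusted p with an estimated correlation was above the threshold. Macrophage-like cells had more of the sialic acid receptor Siglec1 (2.19 on the log2 scale) and of Cd93 (2.20) than the other MMD-like cells of the same mouse, and less of Spn (-2.99).

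For the models, 10 of 10 splits of the 6 NASH mice into 3 and 3 gave at least the 0 genes of the real split by edgeR, as any split must, so the count decides nothing. The highest other split gave 186, which points to some structure among these mice, and the remaining ones gave 0. For macrophage-like against other MMD-like cells, 1 of 32 swaps within mice gave as many as the real 6101 genes, and the highest other gave 5234. For the late against the early part of pseudotime 1 of 32 did, with 7325 genes against 0 in any other. Both divisions of the cells were made from the same counts, which fixes the outcome, so these swaps say nothing about chance.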
